# The histone H4K20 methyltransferase SUV4-20H1/KMT5B is required for multiciliated cell differentiation in Xenopus

**DOI:** 10.26508/lsa.202302023

**Published:** 2023-04-28

**Authors:** Alessandro Angerilli, Janet Tait, Julian Berges, Irina Shcherbakova, Daniil Pokrovsky, Tamas Schauer, Pawel Smialowski, Ohnmar Hsam, Edith Mentele, Dario Nicetto, Ralph AW Rupp

## Abstract

H4 lysine 20 dimethylation (H4K20me2) is the most abundant histone modification in vertebrate chromatin. It arises from sequential methylation of unmodified histone H4 proteins by the mono-methylating enzyme PR-SET7/KMT5A, followed by conversion to the dimethylated state by SUV4-20H (KMT5B/C) enzymes. We have blocked the deposition of this mark by depleting Xenopus embryos of SUV4-20H1/H2 methyltransferases. In the larval epidermis, this results in a severe loss of cilia in multiciliated cells (MCC), a key component of mucociliary epithelia. MCC precursor cells are correctly specified, amplify centrioles, but ultimately fail in ciliogenesis because of the perturbation of cytoplasmic processes. Genome-wide transcriptome profiling reveals that SUV4-20H1/H2-depleted ectodermal explants preferentially down-regulate the expression of several hundred ciliogenic genes. Further analysis demonstrated that knockdown of SUV4-20H1 alone is sufficient to generate the MCC phenotype and that its catalytic activity is needed for axoneme formation. Overexpression of the H4K20me1-specific histone demethylase PHF8/KDM7B also rescues the ciliogenic defect in a significant manner. Taken together, this indicates that the conversion of H4K20me1 to H4K20me2 by SUV4-20H1 is critical for the formation of cilia tufts.

## Abstract (precis)

Cilia tufts on Xenopus larval epidermis are generated through a burst of ciliogenic gene transcription, which depends on conversion of monomethylated to dimethylated histone H4 lysine 20 by SUV4-20H1.

## Introduction

Methylation of histone residues is a major means by which the epigenetic regulation of gene expression is achieved. For instance, in higher eukaryotes, trimethylation of histones at H3K9, H3K27, and H4K20 represent the major repressive epigenetic marks, whereas methylated H3K4 and H3K36 are hallmarks of actively transcribed genes (Saksouk et al, 2014; Hyun et al, 2017). In proliferating cells, the maintenance of the epigenetic information is potentially challenged in the S phase, when parental histones are partitioned to the newly duplicated DNA strands, and the local density of their posttranslational modifications (PTMs) being effectively diluted through incorporation of newly synthesized, unmodified histones (Scharf et al, 2009). Recovery of the original level of modifications is usually achieved within one cell cycle, with notable exceptions (Alabert et al, 2015; Petryk et al, 2018). Mono and di-methylation of H4K20 represent a unique case, because these marks are written in separate cell cycle phases (Pesavento et al, 2008; Beck et al, 2012b). Newly incorporated H4 histones become monomethylated on K20 in a genome-wide fashion by PR-SET7/KMT5A, a histone methyltransferase, whose activity is mainly restricted to the G2 and M phases of the cell cycle because of proteolytic degradation in late G1 (Beck et al, 2012a). Thus, H4K20me1 levels reach a maximum in late mitosis before the next G1 phase SUV4-20H1 and SUV4-20H2 enzymes convert this modification to higher methylated states (Schotta et al, 2004). Consequently, H4K20me1 quickly disappears from G1 phase chromatin with exception of some loci, where it is shielded by unknown factors (Jorgensen et al, 2013). The lowest H4K20 monomethyl levels are found in quiescent and differentiated cells which exhibit a shift towards the di and trimethylated states (Biron et al, 2004; Tsang et al, 2011; Evertts et al, 2013). Remarkably, in both Xenopus tadpoles and human cells, H4K20me2 covers ∼80% of total histone H4 and thus represents the most abundant histone modification in vertebrates (Evertts et al, 2013; Schuh et al, 2020; Pokrovsky et al, 2021).

H4K20 methylation states have distinct functional connotations. In mammals, H4K20me1 has demonstrated roles in the firing of replication origins (Shoaib et al, 2018), maintenance of genome integrity (Oda et al, 2009), and chromosome condensation (Beck et al, 2012a). Its role in transcriptional regulation appears to be context dependent. H4K20me1 contributes to the down-regulation of X-linked genes during dosage compensation in *C. elegans* (Brejc et al, 2017) and down-regulates genes associated with cytoskeleton organization and cell adhesion in mammals (Asensio-Juan et al, 2012). Other reports link it to gene activation during canonical WNT- and IFNγ-signaling (Li et al, 2011; Shoshani et al, 2014; Asensio-Juan et al, 2017; Zhou et al, 2017). The premature conversion of H4K20me1 into H4K20me2 during the G2/M phase of the cell cycle leads to strong mitotic defects. Functions for H4K20me2 have remained elusive because of its ubiquitous presence (Jorgensen et al, 2013). H4K20me3 is a transcriptional repressor in Xenopus embryos and mouse ES cells (Nicetto et al, 2013; van Kruijsbergen et al, 2017; Kurup et al, 2020). It primarily localizes to centromeres, telomeres, and repetitive DNA elements, and it participates in heterochromatin formation by recruiting factors such as cohesins (Hahn et al, 2013).

Here, we report that depletion of either both SUV4-20H enzymes or SUV4-20H1 alone strongly affects the formation of ciliary axonemes, the major specialized cytoskeleton structure of multiciliated cells (MCCs) on the Xenopus larval epidermis. Taking advantage of epidermal organoid cultures (animal cap explants) we demonstrate that knocking down SUV4-20H enzymes negatively affects the expression of hundreds of cilium and cytoskeleton genes with striking specificity. This study shows that such repression is a consequence of the high abundance of H4K20me1 on postmitotic chromatin. In WT cells, this repressive effect is neutralized by conversion of H4K20me1 to H4K20me2 status through SUV4-20H1. Ultimately, our data establish that SUV4-20H1 enzyme activity is needed for the formation of the multiciliated tuft.

## Results

### SUV4-20H enzymes are required for differentiation of MCCs in Xenopus larval epidermis

In order to study the function of H4K20 methylation in vivo, we induced protein knockdown (KD) of both SUV4-20H enzymes via radial injection of translation blocking antisense morpholino oligonucleotides (Mo) with established specificity and effectiveness (Nicetto et al, 2013) and investigated the consequences on H4K20 methyl marks by quantitative mass spectrometry (Fig 1A). SUV4-20H2 KD had a much stronger effect on H4K20me3 levels than SUV4-20H1 KD (Fig 1A’), similar to what is observed in a mouse. KD of either enzyme also strongly reduced the H4K20me2 levels, with the double KD producing the strongest effect. This indicates that the function of the two enzymes is partially redundant. Interestingly, upon individual or double KD of the SUV4-20H enzymes, we observed a strong enrichment for H4K20me1, indicating that like in mammals, this histone mark serves as a substrate for SUV4-20H methyltransferases in Xenopus.

**Figure 1.**
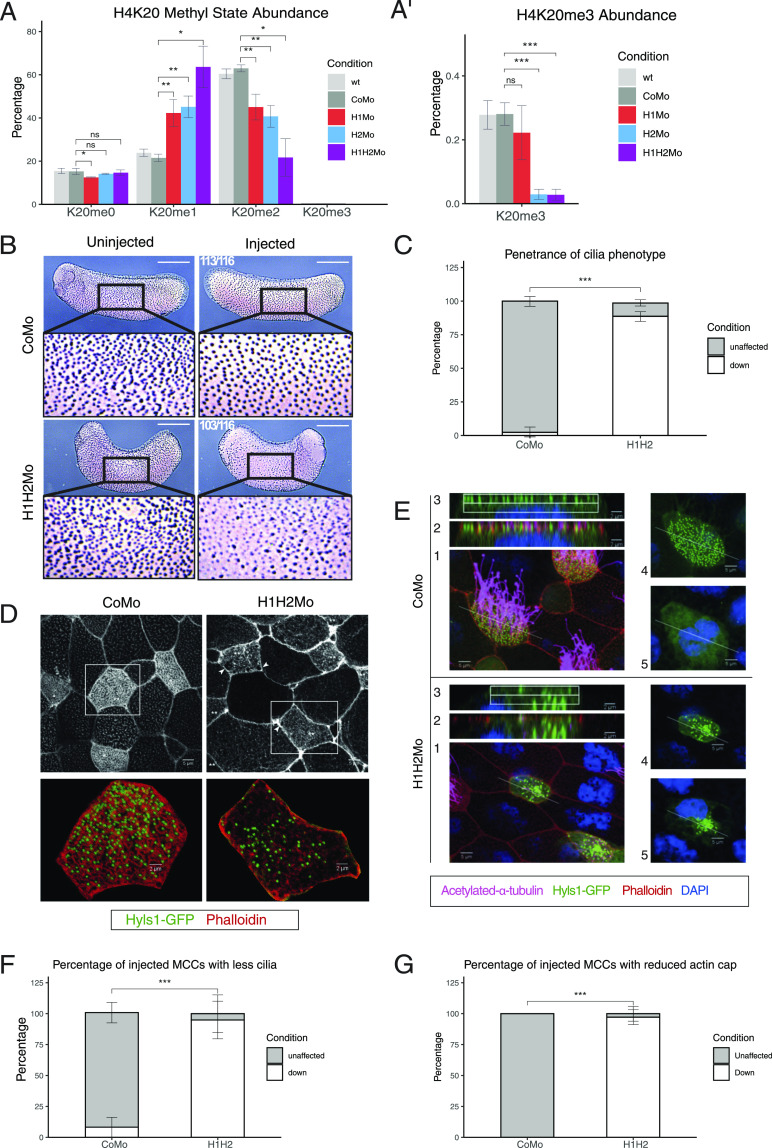
SUV4-20H1/H2 enzymes are required for ciliogenesis. **(A, A’)** Relative abundance of H4K20 methyl states by mass spectrometry in *X. laevis* bulk embryonic chromatin upon control (CoMo), single or double KD of SUV4-20H1 and SUV4-20H2 enzymes. **(B, C)** Representative immunocytochemistry images of multiciliated cells (acetylated a-tubulin) in a tail bud stage embryo upon control or SUV4-20H dKD (inserts show enlarged sections of the same images, scale bars = 1 mm) and (C) quantification of (B) (n = 6 biological replicates). **(D, E)** Representative immunofluorescence images detailing the multiciliated cell phenotype upon *suv4-20h1/2* KD. Basal bodies are green (hyls1-GFP), the cilia are magenta (acetylated a-tubulin antibody), the apical actin meshwork is red (phalloidin) and the nucleus is blue (DAPI). **(E)** Confocal analysis of the actin meshwork and docked basal bodies in CoMo or H1H2Mo-injected MCC. Panels show: 1—a representative MCC, 2—overlap between the actin cap and basal bodies on the apical surface, 3—basal bodies in only the uppermost Z-sections, 4—an apical view of the basal bodies, 5—a deep Z-section close to the cell nucleus. **(F, G)** Quantification of the number of MCCs showing reduced cilia and filamentous actin staining after confocal analysis. We measured 144 CoMo and 163 H1H2Mo-injected multiciliated cells. Error bars represent standard deviations.

We noticed that double-morphant (dMO) tadpoles failed to exhibit the typical forward-sliding movement over ground, which is caused by the synchronous and directional beating of motile cilia on the larval epidermis. By ejecting an aqueous dye close to the surface of manipulated embryos, we found that the liquid flow was strongly impaired in SUV4-20H dMO embryos compared with control morpholino (CoMo)-injected embryos (Video 1 and Video 2). A reduced flow reflects either a problem with polarization of the cilia stroke direction (Mitchell et al, 2009) or a dysfunction of the cilia tufts on the skin surface. To distinguish between these possibilities, we injected embryos unilaterally with control or *suv4-20h1/h2* morpholinos and performed whole mount immunostainings against acetylated alpha-tubulin, a major component of ciliary axonemes (Fig 1B and C). The vast majority of SUV4-20H dMOs displayed clearly reduced ciliary staining on their injected side. This phenotype was reproduced with a second pair of *suv4-20h1/h2*-specific Mos (supplementary material, Fig S1B and C), whose target regions are non-overlapping with the first Mo pair (Fig S1A). In addition, cilia tufts were significantly restored by co-injection of morpholino-insensitive Xenopus *suv4-20h1/h2* mRNAs (*P*adj = 0.012), but not by co-injection of lacZ mRNA (*P*adj = 0.776). We also noticed that overexpression of xSUV4-20H1/H2 proteins alone increased the density of MCCs within the epidermis, while lacZ mRNA had no effect (Fig S1D and E).

Video 1 Liquid flow in control morphant tadpole. Download video

Video 2 Liquid flow in double morphant tadpole. Download video

**Figure S1.**
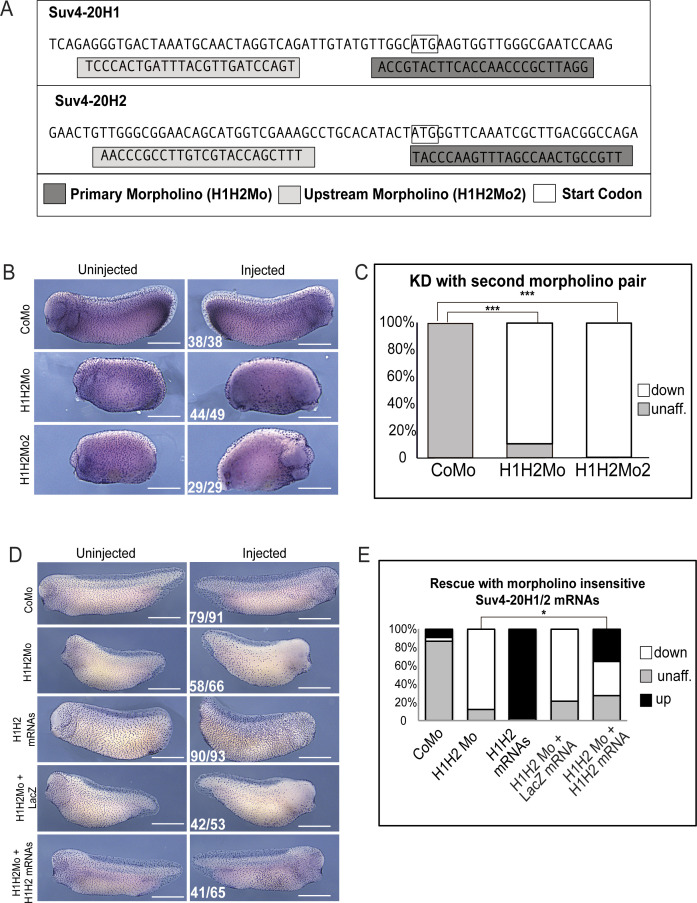
Morpholino specificity. **(A)** Schematic representation of target regions for primary and upstream morpholinos directed against suv4-20h1 and suv4-20h2. **(B)** Representative immunocytochemistry images of tail bud stage embryos stained for acetylated α-tubulin (multiciliated cells) injected with H1H2Mo or a second non-overlapping pair of morpholinos targeting suv4-20h1/h2 (H1H2Mo2) as indicated on the left Scale bars = 1 mm, n = 3 biological replicates. **(A, C)** shows the quantification of the experiment in (A). **(D)** Immunocytochemistry against acetylated α-tubulin in half-injected *Xenopus laevis* embryos. Injected reagents are indicated on the left. Note: injected suv4-20h mRNAs (H1/H2 mRNA) are morpholino insensitive. Scale bars = 1 mm, n = 3 biol. replicates. **(D, E)** Quantification of the results of the experiments in (D).

To better elucidate the molecular features of this phenotype we performed a cell mosaic analysis by injecting a single ventro-animal blastomere at the eight cell-stage, whose descendants become mostly epidermis, and analysed the consequences by confocal microscopy (Fig 1D–G). The injected cells were lineage-traced by hyls1-gfp mRNA, which encodes a widely conserved protein stably incorporated into the outer centriolar wall (Dammermann et al, 2009). In this way, the progeny of the injected blastomere intermingles with the surrounding wt cells and the manipulated MCCs could be identified by GFP-positive basal bodies (BB). We then harvested the embryos at tailbud stage (NF28), that is, after formation of the mucociliary epithelium, and stained them for acetylated alpha-tubulin (cilia), filamentous actin (cell borders/apical actin lattice), and DNA (nucleus). This experiment demonstrated that SUV4-20H1/H2 dMO MCCs are present on the surface of the embryo and produce in deep cytoplasm a large number of centrioles (Fig 1D and E). This is very similar to WT MCCs, which are known to generate hundreds of centrioles at the outer nuclear membrane via the deuterosome pathway (Meunier & Azimzadeh, 2016). A more detailed comparison with CoMo MCCs, however, revealed that the BBs in SUV4-20H1/2-depleted MCCs tend to clump in deep cytoplasm and were delayed in transport to and docking at the apical cell membrane (Fig 1E, compare optical sections #s 2–5 between CoMo and dMOs). Notably, most BBs, which had arrived at the cell membrane, still failed to nucleate ciliary axonemes, detailing a nearly complete loss of cilia in many dMO MCCs. In addition, the apical actin lattice, which forms around BBs (Sedzinski et al, 2016), appears much less dense and uniform in SUV4-20H1/H2 dMO MCCs, compared with CoMo MCCs. The differences in cilia and apical actin staining were highly significant between control and SUV4-20H-depleted MCCs (Fig 1F and G). Together, these observations indicate that SUV4-20H1/H2-depleted MCCs display a differentiation defect that is because of multiple, possibly linked defects in cytoskeleton structures and processes, which are prerequisites for ciliogenesis. The severe reduction in cilia numbers explains the reduced liquid flow observed along the embryonic epidermis.

### SUV4-20H enzymes act downstream of MCI and FOXJ1

The multiciliogenic differentiation program begins when an epidermal stem cell gets specified by Notch/Delta signaling as a MCC precursor (Brooks & Wallingford, 2014). Notch regulates in MCC precursors the expression of MULTICILIN/MCIDAS (MCI), a transcriptional coactivator protein, which establishes a core MCC transcriptome of about 800 genes with help from key downstream transcription factors, such as FOXJ1 and RFX2 (Quigley & Kintner, 2017). We therefore wondered whether the effect of SUV4-20H depletion on ciliogenesis could be overcome by *mci* overexpression. We addressed this question in mosaic embryos, co-injecting morpholinos, and *hyls1*-*gfp* transcripts with synthetic mRNA of a hormone-inducible *mci*–*hGR* fusion construct (Quigley & Kintner, 2017). We administered dexamethasone at the late gastrula stage (NF11, that is, when the endogenous mci gene gets activated) and harvested the embryos at the late tail bud stage (NF28). In controls, *mci*–*hGR* induced both de novo amplification of centriole numbers and formation of cilia even in goblet cells, unambiguous evidence for an MCI gain of function phenotype. In SUV4-20H1/H2 dMO embryos, however, MCI-hGR did not restore the apical actin cap or the ciliary axonemes (Fig S2A–C).

**Figure S2.**
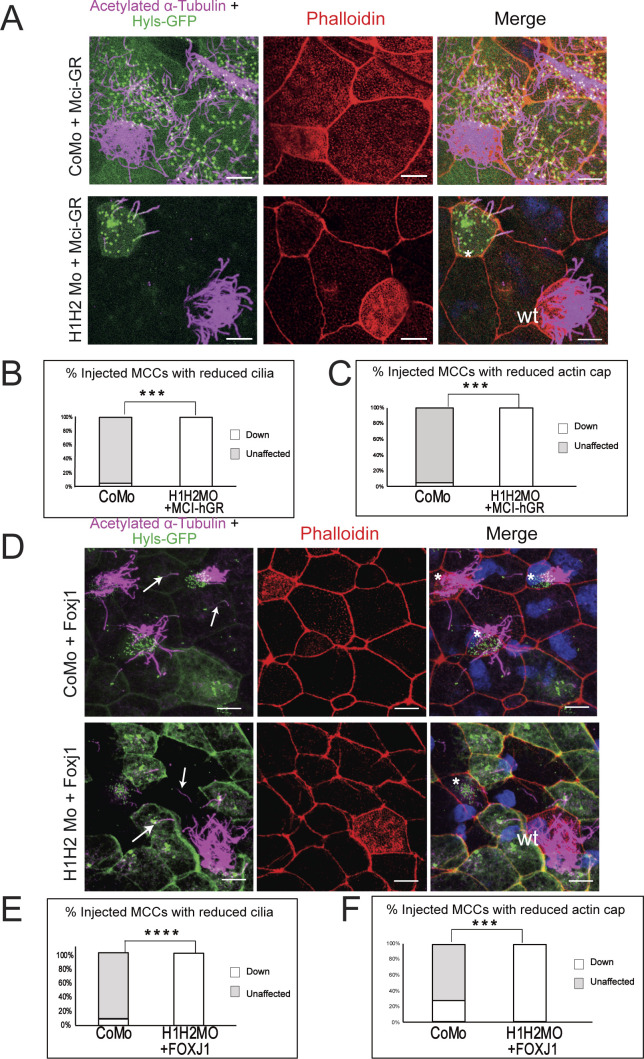
The cilia phenotype of SUV4-20H1/H2 KD embryos is not rescued by exogenous Mci/IDAS or Foxj1. **(A)** Embryos were injected mosaically in 1 blastomere at the 8-cell stage with control or suv4-20h1/2 morpholinos together with mci-hGR mRNA. Basal bodies in green, actin cap in red, ciliary axonemes in magenta, and DNA in blue. * = injected MCC, wt = wildtype MCC, arrows indicate ectopic cilia. Scale bars = 10 μm. **(B, C)** Quantification of the rescue of cilia (B) and actin cap (C). Eight fields of view from eight CoMo-injected embryos and seven fields of view from seven H1H2Mo-injected embryos were scored. **(D)** Embryos were injected mosaically with CoMo or H1H2Mo together with foxj1 mRNA. Scale bars = 10 μm. **(E)** Quantification of the rescue of cilia (E) and actin meshwork. Five fields of view from five embryos were scored.

To exclude the possibility that MCI could be limited in its function to activate *foxj1*, a transcription factor required to produce motile cilia nucleated from the mother centriole of cells (Walentek et al, 2015), we also overexpressed this transcription factor in the dMO condition. The enhanced levels of FOXJ1 were sufficient to induce ectopic axoneme formation in CoMo goblet cells, but could not increase cilia numbers in SUV4-20H1/H2-depleted MCCs (Fig S2D–F). Taken together, these results indicate that SUV4-20H1/H2 enzymes are essential for multiciliogenesis.

### SUV4-20H1/H2-dependent transcriptional profile of Xenopus epidermis

To analyse the changes in gene expression associated with the SUV4-20H dMO epidermal cells, we decided to take advantage of the animal cap (AC) organoid system. ACs are prospective ectodermal explants that recapitulate the differentiation of the embryonic epidermis. We injected embryos radially at the two-cell stage with either control or *suv4-20h1/h2* Mos. We then dissected ACs at the blastula stage and performed RNA-seq analysis at three key developmental stages (gastrula, neurula, and tailbud) in three biological replicates, obtaining approximately 100 million reads per stage and condition. 

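ACs are explants of the blastula's prospective ectoderm, which form an epidermis in culture, and morpholinos are antisense oligonucleotides that block the translation of a chosen mRNA. The data at hand are from X. tropicalis ACs at NF16, the neurula stage, after injection of a control morpholino (CoMo) or of the suv4-20h1 and suv4-20h2 morpholinos together (H1H2Mo, the SUV4-20H dMO condition; 20 ng of each). There were 2 libraries per condition, while the text gives 3 biological replicates. In the part of Table S3 used below, the printed log2 fold changes and mean counts were returned from these libraries alone. Each library was made from the total RNA of approximately 30 ACs after depletion of ribosomal RNA with either of the kits named in the methods, and was sequenced with paired-end reads of 50 bp. The methods give a depth of 30000000 reads per sample, without saying whether the reads of a pair are counted separately. The counting output adds up to 27953725 read pairs for CoMo replicate 1, 74932999 for CoMo replicate 2, 47551984 for H1H2Mo replicate 1 and 28676277 for H1H2Mo replicate 2, so that the CoMo libraries hold 102886724 and the H1H2Mo libraries 76228261 read pairs in all. The authors aligned the reads with STAR, which also counted them for each gene, and deposited these counts without normalization, for 34178 gene identifiers and in 3 versions: for either strand and for each strand alone. Between 97.49% and 98.16% of the reads that were assigned with regard to strand lay on the reverse strand, as a directional library kit gives, and the reverse-strand counts are used here. They amount to 17054150, 47407319, 25940076 and 17125387 read pairs on genes in the same order of libraries. Genes with at least 1 read in 75% of the samples (3 of the 4) were tested, the filter given in the methods, which left 19372 genes. Counts were normalized by edgeR's TMM method and scaled to library size as CPM, and H1H2Mo was compared with CoMo by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene is called here when its adjusted p is under 0.05. The deposited identifiers carry no gene names, so names were taken from Tables S3 to S7, which pair 6622 of the identifiers with a symbol, mostly for genes with a small p in one of the authors' comparisons. In simulated libraries of the same sizes, the spread followed its trend with expression, with no further differences between genes. The changed genes were drawn from those with a mean of at least 50 counts. There the test called 67% of 100 genes changed by a log2 fold change of 2. It called 9% of 100 genes changed by 1. Far fewer genes were changed there than were called in the data, which makes the adjusted p stricter. On that count the shares may be too low for the data. The limit on counts and the even spread may make them too high for all 19372 genes tested. Of the 3196 genes called in the data, 3194 had an absolute log2 fold change of at least 1, so smaller changes were rarely called with 2 samples per condition.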

Previous work from our laboratory has detailed major changes in transcription of differentiating AC cells to occur between gastrula (NF10.5) and neurula (NF16) stages (Angerilli et al, 2018). Consistent with these findings, differential gene expression analysis for the gastrula stage revealed very few genes to be misregulated between CoMo and SUV4-20H dMO conditions (Table S1). At the tail bud stage, we observed that dMO ACs dissociated spontaneously into single cells, indicating a problem with cell adhesion. RNA profiles of these replicates clustered heterogeneously in principal component analysis, which made it difficult to assess the differentially expressed genes (Table S2). This inclined us to focus further analysis on neurula-equivalent ACs. 

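At NF16 the log2 CPM values of the 2 CoMo libraries had a Pearson correlation of 0.974 across genes, and those of the 2 H1H2Mo libraries 0.955, while pairs from different conditions had between 0.892 and 0.931. Genes are not independent replicates, and these values describe the libraries only. Over the 12536 genes with a mean of at least 50 counts, the SD of the log2 ratio was 0.59 between the CoMo libraries and 0.82 between the H1H2Mo libraries. Between H1H2Mo and CoMo it was 1.52 for replicates 1 and 1.25 for replicates 2. The first principal component separated the conditions and held 77.8% of the variance. The libraries were counted as separate samples because their labels number them as replicates. The chi-square per degree of freedom between their counts was 103 for CoMo and 148 for H1H2Mo, so neither pair is a repeat deposit of the same library, but this does not tell separate samples from repeat preparations of one RNA. The morpholinos block translation, so the transcripts of the targeted genes need not fall. suv420h1 (gene4955, chromosome 4 of the X. tropicalis assembly used by the authors) had 109.2 and 123.2 CPM in the CoMo libraries and 89.33 and 82.44 CPM in the H1H2Mo libraries, a log2 fold change of -0.44 (standard error 0.31, adjusted p = 0.39 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The transcript of the other target, suv4-20h2, is listed as kmt5c (gene19824, chromosome 7). It rose from 47.7 and 58.2 CPM to 147.4 and 171.5 CPM, a log2 fold change of 1.59 (standard error 0.33, adjusted p = 0.0055 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).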

At this timepoint, MCCs have become postmitotic and differentiate, as manifested by de novo production of centrioles/basal bodies and intercalation into the outer cell layer of the epidermis (Deblandre et al, 1999; Marcet et al, 2011).

Table S1 NF10 RNA-seq.

Table S2 NF24 RNA-seq.

We found that the expression of 3,686 genes (19.7% of all genes) were altered in this dataset, most of them (2,246) being down-regulated (Fig 2A and Table S3). 

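Of the 19372 genes tested, 3196 (16.5%) were called, 2066 of them lower and 1130 higher in H1H2Mo than in CoMo. Replicates 1 and replicates 2 gave the same direction for 3190 of the called genes. When the samples with the same replicate number were paired as a block, 3280 genes were called, 2139 of them lower, and 2990 of these genes were among the 3196. The replicate numbers did not pair the samples in the data: deviations from the condition means had a correlation of -0.21 between same-numbered samples. With the pairs crossed (CoMo 1 with H1H2Mo 2, CoMo 2 with H1H2Mo 1), a choice made after seeing the data, 4843 genes were called, 2830 of them lower. This was the alternative that moved the number most upward. An adjusted p under 0.01 left 1543 genes. DESeq2 on the unstranded counts of genes with at least 2 reads in 3 of the 4 samples, without independent filtering, gave 3686 genes among 19226, which is 19.2% of the genes tested, with 2246 lower and 1440 higher. Under these settings, also chosen after seeing the data, the log2 fold changes of the 1998 genes in the part of Table S3 used here differed from the printed ones by at most 5e-06. The genes with the smallest p in Table S3 were all lower in H1H2Mo. Among them, cldn1 (gene4151, chromosome 5) fell from 493.4 ± 90.8 CPM (SD, n = 2) to 9.07 ± 3.1 CPM (SD, n = 2), a log2 fold change of -5.77 (standard error 0.45, adjusted p = 4.6e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold changes of the other 5 were -6.75 for LOC100493999, -6.75 for cat2, -5.54 for chga, -5.50 for LOC100488825 and -4.83 for ptgs1. Of the genes with a symbol, those with the smallest p in the edgeR test were cldn1, LOC100493999, cat2, ptgs1 and pde9a (-6.31) in the lower direction and pou5f3.1, LOC100488610 (3.12), gpnmb (3.19), guf1 (3.35) and dctpp1 (3.57) in the higher direction.

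**Figure D1:**
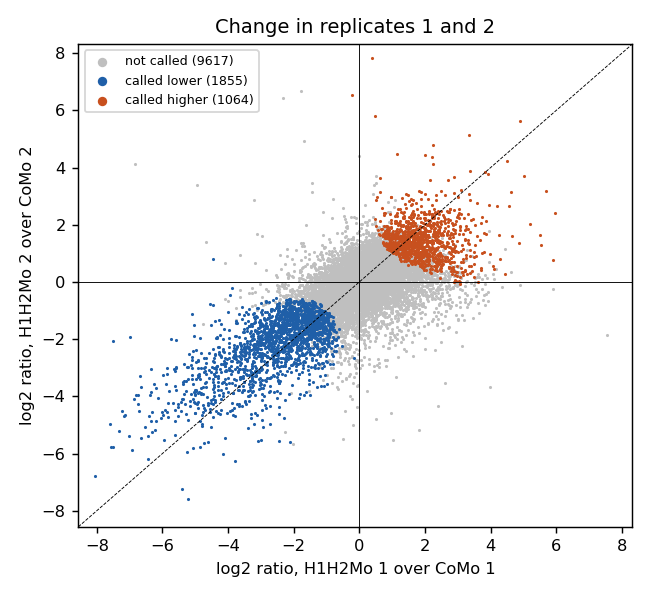
Log2 ratio of normalized CPM for H1H2Mo replicate 1 over CoMo replicate 1 (x axis) and H1H2Mo replicate 2 over CoMo replicate 2 (y axis), one point for each of the 12536 genes with a mean of at least 50 counts. Blue points are the 1855 genes called lower, orange points the 1064 genes called higher and grey points the 9617 genes not called, and the dashed line marks equal ratios.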

We then performed gene ontology enrichment analysis for both transcriptional responses to the altered H4K20 methyl landscape. 

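Table S3 marks each gene that carries the GO flags nuclear, cell cycle, cilium or cytoskeleton, and the part used here holds the 1998 genes with the smallest p in the authors' test. Of these, 1408 were called lower and 554 higher in H1H2Mo by the edgeR test. Nuclear genes made up 138 of the 554 higher genes (24.9%) and 118 of the 1408 lower genes (8.4%), an odds ratio of 0.28 for lower against higher (two-sided Fisher's exact test, p = 1.6e-20, and 6.4e-20 after Benjamini-Hochberg adjustment over the 4 flags). Cell cycle genes made up 58 of the higher genes (10.5%) and 72 of the lower genes (5.1%), with an odds ratio of 0.46 (two-sided Fisher's exact test, p = 4.5e-05, adjusted 4.5e-05). The median log2 fold change was 1.43 for the 257 nuclear genes and -1.58 for the 131 cell cycle genes, in which both directions are common. As a block, the replicate number gave odds ratios of 0.27 and 0.46, and with the crossed pairs 0.27 and 0.45. The listed genes have a small p in these same libraries, so such alternatives could hardly move these values. These flags are not the GO terms of the enrichment plot, and the background is the listed genes only.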

The group of genes that was up-regulated in the SUV4-20H dMO condition was enriched for biological processes involved in chromatin organization and remodeling, methylation, gene expression, and various metabolic processes (Fig 2B). In confirmation of previous results, we found *oct25/pou5f3.2* and *oct91/pou5f3.1* among these genes, which we have shown to be repressed by H4K20me3 deposition (Nicetto et al, 2013). In contrast, for the cohort of genes down-regulated in SUV4-20H dMO ACs, the top 20 entries were all associated with terms connected to cilium, centrosome, microtubules, and cytoskeleton (Fig 2C). 

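pou5f3.1 (gene19970) and pou5f3.2 (gene17476) both lie on chromosome 8. pou5f3.1 had 20.76 ± 6.70 CPM (SD, n = 2) in CoMo and 228.6 ± 92.8 CPM (SD, n = 2) in H1H2Mo, a log2 fold change of 3.46 (standard error 0.42, adjusted p = 0.0002 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). pou5f3.2 had 4.99 ± 0.265 CPM (SD, n = 2) in CoMo and 27.45 ± 9.16 CPM (SD, n = 2) in H1H2Mo, a log2 fold change of 2.46 (standard error 0.40, adjusted p = 0.0012 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each H1H2Mo library was higher than each CoMo library for both genes. With the replicate number as a block, the log2 fold changes were 3.43 and 2.41, and both genes were called. With each library left out in turn, the log2 fold change ranged from 2.98 to 3.85 for pou5f3.1 and from 2.08 to 2.77 for pou5f3.2. These genes are paralogs. Reads that map to several places (6.8% to 8.1% of the read pairs of a library) are kept apart from the gene counts, so reads common to the paralogs count for neither of them. The third paralog on this chromosome, pou5f3.3 (gene30538), had a log2 fold change of 1.62 (standard error 0.36, adjusted p = 0.0083 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).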

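Among the listed genes of Table S3, cilium genes made up 143 of the genes called lower (10.2%) and 9 of the genes called higher (1.6%). The odds ratio was 6.85 (two-sided Fisher's exact test, p = 9.4e-13, and 1.9e-12 after Benjamini-Hochberg adjustment over the 4 flags). For cytoskeleton genes the numbers were 259 (18.4%) and 52 (9.4%), an odds ratio of 2.18 (two-sided Fisher's exact test, p = 4.5e-07, adjusted 6e-07). With the replicate number as a block, the odds ratios were 6.83 for cilium and 2.17 for cytoskeleton genes, and with the crossed pairs 6.85 and 2.16. The background was listed for its small p in these libraries, and each setting called 143 cilium genes lower and 9 higher. These alternatives could therefore hardly move the odds ratios. The strand of the counts moved the cilium value most among the alternatives set for it, to 7.03 with unstranded counts.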

The most enriched categories relate to “cytoskeleton” and “cilium” and comprise of hundreds of genes. These are typically expressed at medium to high levels in control ACs, and many of them are down-regulated in SUV4-20H1/H2-depleted chromatin. 

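In the CoMo libraries, the 152 listed cilium genes had a median of 69.1 CPM, with a middle range from 32.3 to 127.2 CPM between the quartiles. The median of all genes tested was 6.63 CPM, and the median of the cilium genes lay at the 85.6th percentile of all genes tested. Of the 152 genes, 147 were above the median of all genes tested and 112 were above its upper quartile of 34.1 CPM. The 311 listed cytoskeleton genes had a median of 51.2 CPM, at the 81.4th percentile. By replicate, the median was 76.4 and 57.5 CPM for the cilium genes and 52.9 and 48.6 CPM for the cytoskeleton genes in CoMo 1 and CoMo 2. A gene with more reads reaches a small p more readily, so listed genes are well expressed as a group. Among the other listed genes, the cilium median lay at the 77.9th and the cytoskeleton median at the 71.7th percentile.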

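All 152 cilium genes and all 311 cytoskeleton genes in the part of Table S3 used here were among the genes tested. The edgeR test called 143 cilium genes lower and 9 higher in H1H2Mo, and 259 cytoskeleton genes lower and 52 higher. The genes are listed because of their small p in the authors' test of the same libraries, so the number called and the distance of the medians from 0 are largely fixed by that choice. The median log2 fold change was -2.09 for the cilium genes, with quartiles at -2.49 and -1.74. It was -2.03 for the cytoskeleton genes, with quartiles at -2.58 and -1.59. The 1633 listed genes with neither flag had a median of -1.99, and 68.7% of them were lower. Of 10000 random lists of the same size, matched on mean expression and drawn from the other listed genes, 11 had as low a median as the cilium genes and 1 as low a median as the cytoskeleton genes. These lists hold genes of both directions. A low median therefore reflects the share of lower genes as well as the size of their change, and the draws do not tell these apart. The median of the cilium genes was -2.54 in the pair of replicates 1 and -1.73 in the pair of replicates 2. In the crossed pairs it was -1.97 and -2.23. With the replicate number as a block, the median was -2.09 for the cilium and -2.05 for the cytoskeleton genes. The cilium genes with the smallest p were ptgs1, ak1, cfap58, rab28 and tekt3. Of these, tekt3 (gene16633, chromosome 10) fell from 123.0 ± 49.3 CPM (SD, n = 2) to 7.11 ± 1.06 CPM (SD, n = 2), a log2 fold change of -4.11 (standard error 0.41, adjusted p = 6.8e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The others had log2 fold changes of -5.07 for ak1, -4.64 for cfap58 and -3.88 for rab28.

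**Figure D2:**
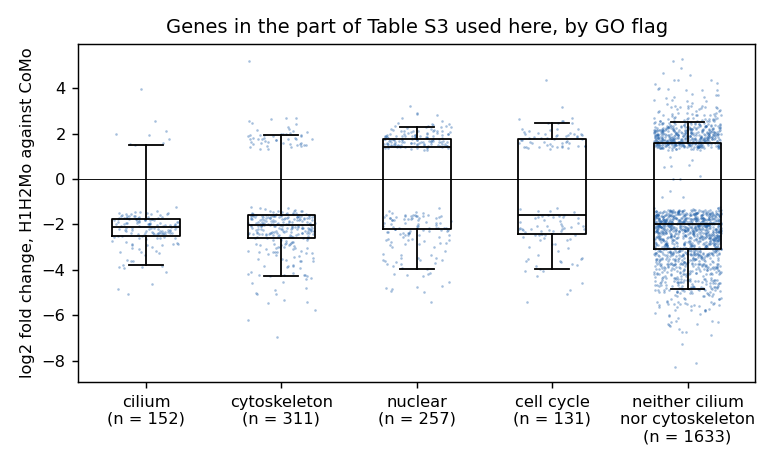
Log2 fold change of H1H2Mo against CoMo (y axis) for the genes in the part of Table S3 used here, by GO flag (x axis). Each point is a gene, boxes give the median and quartiles and whiskers the central 90% of the genes, and the gap around 0 arises because the genes were listed for their small p; the medians are -2.09 for cilium, -2.03 for cytoskeleton, 1.43 for nuclear and -1.58 for cell cycle genes.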

The significantly down-regulated genes included 369/1603 cytoskeleton genes and 183/440 cilium genes (Fig 2D and E and Table S3). 

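Of the 143 listed cilium genes called lower in H1H2Mo, 107 (74.8%) also carried the cytoskeleton flag. Among the 1265 other listed genes called lower, 152 (12.0%) carried it, which gives an odds ratio of 21.76 (two-sided Fisher's exact test, p = 8.3e-57). The odds ratio was 21.78 with the replicate number as a block and 22.09 with the crossed pairs. Both flags are annotations, which these alternatives cannot change, and the paper reports their overlap for all genes as well. The test thus describes the flags and does not bear on the effect of the morpholinos. The background is the listed genes called lower, not the whole genome.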

Notably, these two GO terms are biologically related and overlap significantly for all genes in these categories, but also with regard to genes becoming down-regulated in SUV4-20H morphants (Fig S3A and B). Similarly, a strong correlation is found when we compare our results with the “MCC core gene list,” which compiles experimentally validated ciliogenic genes downstream of MCI (Quigley & Kintner, 2017). Forty percent of all cilium genes and 70% of the cilium genes down-regulated in *suv4-20h* morphants belong to this list (Fig S3C and D). Therefore, the transcriptome analysis of SUV4-20H-depleted ACs implies mainly a concerted down-regulation of genes that are needed for cilia tuft formation.

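Genes of ciliary families were also collected by the prefix of their symbol, as axonemal dyneins and their assembly factors (dnah, dnai, dnal, dnaaf), intraflagellar transport (ift), Bardet-Biedl (bbs), tektin (tekt), radial spoke (rsph) and cilia and flagella associated (cfap) genes. Of the 54 such genes with a symbol, 53 were lower in H1H2Mo, and 50 of them were called. Symbols are known mostly for genes with a small p in one of the authors' comparisons. Family genes without a change may thus lack a symbol here, and the number called is partly fixed by the naming. The median log2 fold change was -2.07, from -4.64 to 2.44. Of 10000 lists matched on expression and on the tables that name the genes, 14 had as low a median. Such lists also hold genes of both directions, so this reflects the share of lower genes as well as the size of the change. By family, the median was -2.90 for the 4 tekt genes, -2.41 for the 5 rsph genes, -2.35 for the 8 dnah genes, -2.21 for the 17 cfap genes, -1.98 for the 11 ift genes, -1.78 for the 2 dnaaf genes, -1.76 for the 2 dnal genes and -1.22 for the 4 bbs genes, and the value of the 1 dnai gene was -2.22. The exception in direction was bbs10, singled out after its values were seen, with a log2 fold change of 2.44 (adjusted p = 0.00085 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The median of the families was -2.08 with the replicate number as a block. From the cilium and cytoskeleton genes with lower expression, and from their overlap with the MCC core gene list, which was not analysed here, the paper reasons that the transcriptome of SUV4-20H-depleted ACs implies mainly a concerted down-regulation of genes needed for cilia tuft formation.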

**Figure 2.**
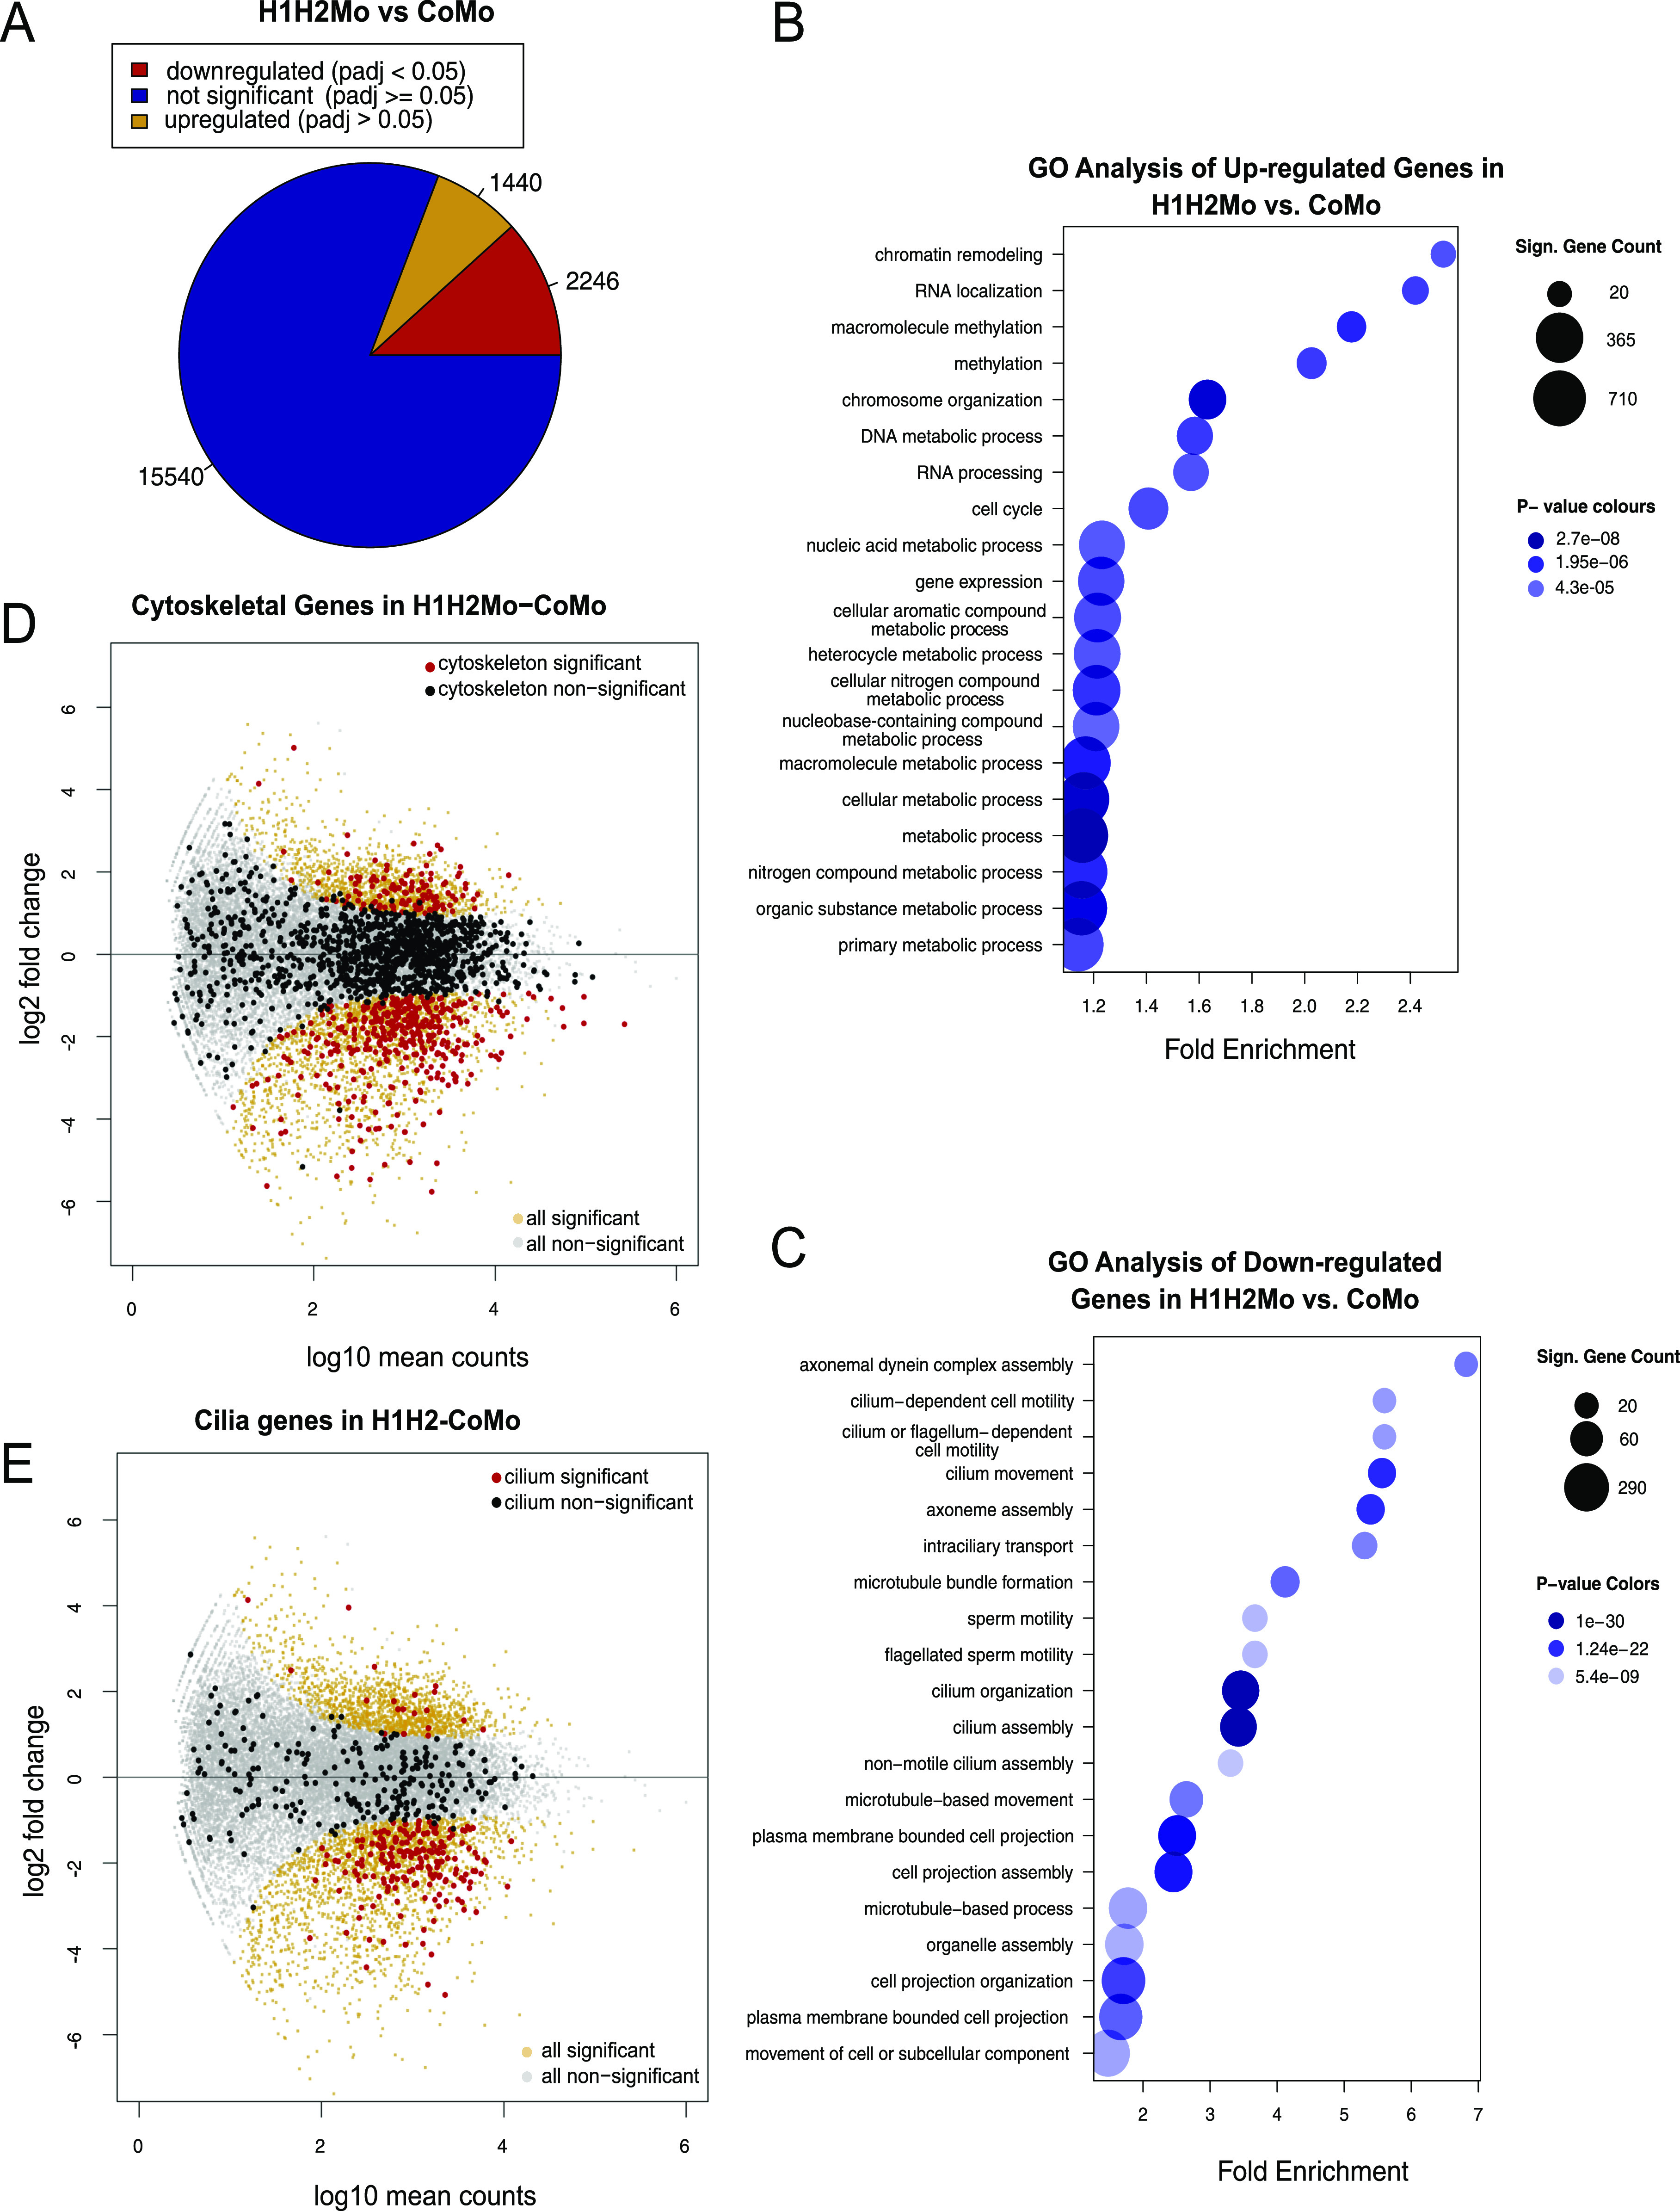
The transcriptome of SUV4-20H1/H2-depleted ACs reveals a link to cilogenesis. **(A)** Number of misregulated genes in SUV4-20H1/2-deficient ACs (Table S3). **(B, C)** Gene ontology (GO) analysis for up-regulated genes (B) and down-regulated genes (C) in *suv4-20h1/2* morpholino-injected ACs normalized to control morpholino-injected ACs. Bubble size represents the number of significant genes per GO term and bubble colour represents *P*-value. **(C)** GO analysis for down-regulated genes in *suv4-20h1/2* morpholino-injected ACs. Bubble size represents the number of significant genes per GO term and bubble colour represents *P*-value. **(D, E)** MA plots showing gene expression in *suv4-20h1/2* morpholino-injected ACs. Each dot represents a single gene. Nonsignificant genes are indicated in light grey and significant in orange (*P*adj < 0.05). Cytoskeleton genes and cilium genes (as defined by R/Bioconductor package: org.Mm.eg.db version 3.8.2, mouse annotation) are indicated in black (nonsignificant, *P*adj > 0.05) and red (significant, *P*adj < 0.05). Data normalized to control morpholino-injected animal caps.

Table S3 SUV4-20H dMO versus CoMo RNA-seq.

**Figure S3.**
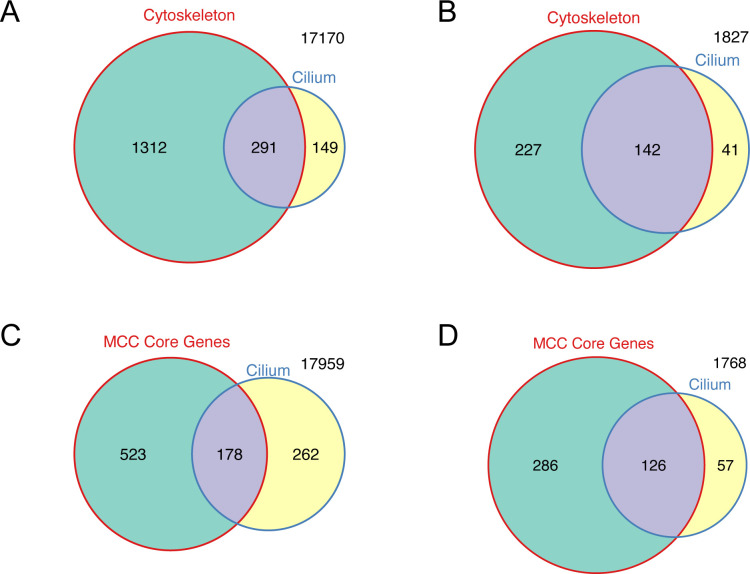
Cilium and cytoskeleton genes are overlapping, but distinct categories. **(A, B)** Comparison of the number of genes that fall into GO category “Cytoskeleton” and “Cilium” in all genes (A) or significantly down-regulated genes in SUV4-20H1/H2-depleted embryos (B). **(C, D)** Comparison of the number of genes from the MCC core gene list (Quigley & Kintner, 2017) and from the GO category “Cilium” in all genes (C) and significantly down-regulated genes only (D).

Most interestingly, key transcriptional regulators of ciliogenesis were expressed either at normal (*foxj1*, *rfx2*) or slightly up-regulated levels (*mci*) in the dMO condition (Table S3). Thus, SUV4-20H1/H2 enzymes are essential chromatin regulators which allow these transcription factors to execute the program of multiciliogenesis. 

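foxj1 (gene17210, chromosome 10) had 96.75 and 125.1 CPM in the CoMo libraries and 40.59 and 80.37 CPM in the H1H2Mo libraries. Its log2 fold change was -0.88 (standard error 0.38, adjusted p = 0.14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which is not past the threshold. rfx2 (gene265, chromosome 1) had 335.3 and 412.1 CPM in CoMo and 204.3 and 361.4 CPM in H1H2Mo, a log2 fold change of -0.40 (standard error 0.38, adjusted p = 0.52 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For mci, the identifier named mci-like in the tables was used (gene4617, chromosome 1). It had 58.73 and 84.11 CPM in CoMo and 93.51 and 285.1 CPM in H1H2Mo, a log2 fold change of 1.40 (standard error 0.46, adjusted p = 0.057 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The H1H2Mo libraries thus differed more from each other than H1H2Mo 1 did from CoMo 2. With the replicate number as a block, the adjusted p of the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment was 0.097 for foxj1, 0.55 for rfx2 and 0.023 for mci-like. With the crossed pairs it was 0.028 for foxj1, 0.48 for rfx2 and 0.0074 for mci-like, and the paired log2 differences were -0.27 and -1.62 for foxj1, 0.11 and -1.01 for rfx2, and 2.28 and 0.15 for mci-like. In the main setting, 3194 of the 3196 called genes had an absolute log2 fold change of at least 1. A change of the size measured for foxj1 or rfx2 was thus rarely called in that setting.

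**Figure D3:**
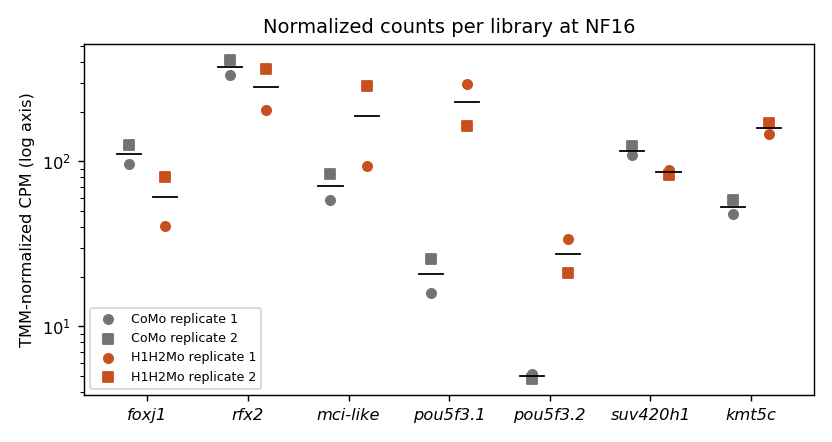
TMM-normalized CPM (y axis, log scale) of 7 genes (x axis) in each of the 4 libraries, grey for CoMo and orange for H1H2Mo, with circles for replicate 1 and squares for replicate 2 and a line at the mean of each condition. The H1H2Mo points of foxj1 (40.59 and 80.37 CPM) lie below both CoMo points, while those of mci-like (93.51 and 285.1 CPM) lie above both.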

The widespread down-regulation of genes associated with cytoskeleton structures and cilia provides a robust explanation for the specific MCC phenotype arising from SUV4-20H1/H2 depletion, but how does the altered H4K20 methyl landscape cause such a massive deregulation of ciliogenic gene transcription?

### The histone demethylase PHF8/KDM7B improves ciliogenesis in SUV4-20H dMO epidermis

The H4K20me1 modification is important for mouse development (Schotta et al, 2008; Oda et al, 2009) and is found on promoters, coding regions of genes, and in intergenic regions (Barski et al, 2007; Beck et al, 2012b). Whether this mark represses or activates gene transcription has remained under dispute (for a discussion see Beck et al, 2012a; Beck et al, 2012b; Brejc et al, 2017; Huang et al, 2021). As an orthogonal approach to investigate the contribution of H4K20me1 on cilium tuft formation, our attention was attracted to PHF8/KDM7B, a JmjC-domain containing histone demethylase, which is targeted to promoters by interaction of its N-terminal PHD domain with H3K4me2/3. This enzyme has multiple substrates including H3K9me1/2, H3K27me2, and H4K20me1. Several reports demonstrate that knockdown of PHF8 predominantly increases H4K20me1 levels at coding regions and reduces gene expression (Liu et al, 2010; Qi et al, 2010; Asensio-Juan et al, 2017), impacting cytoskeleton organization, cell adhesion, and neurite outgrowth (Asensio-Juan et al, 2012). Based on some similarity between these and our observations (i.e., reduced cell adhesion and cytoskeleton gene expression), we decided to test whether overexpression of PHF8 could improve cilium tuft formation in SUV4-20H dMOs.

We used two *phf8* cDNA clones available from commercial gene repositories: a full-length human clone (hPHF8) and a partial *Xenopus* *phf8* clone (xPHF8ΔC). The latter consists of the first 264 aa residues of the xphf8 ORF, including the PHD domain known to target the protein to H3K4me3 marks at active promoters, and the first 66 amino acids from the 156-residue long JmjC-domain (Fig S4B). Of the critical amino acid triad His-Asp-His in the catalytic center, the truncated Xenopus protein lacks the third residue involved in Fe-coordination and, thus, is potentially compromised in its catalytic activity (Chaturvedi et al, 2019).

**Figure S4.**
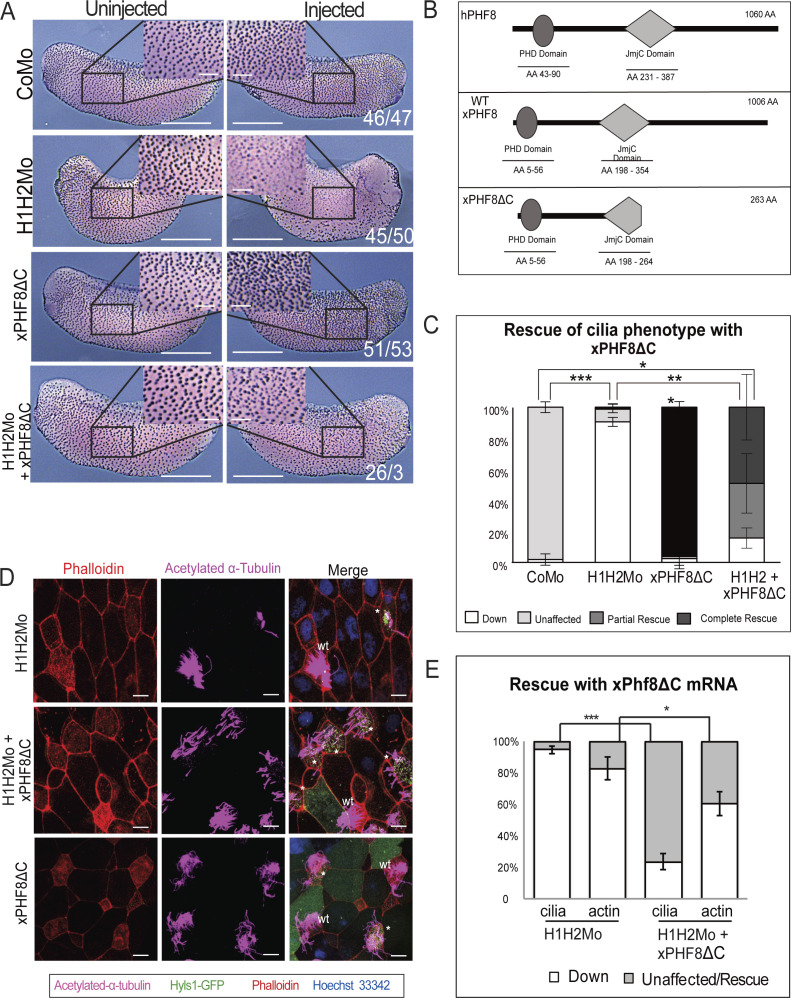
Rescue of the ciliogenic phenotype with xPHF8ΔC. **(A)** Representative immunocytochemistry images of tail bud stage embryos stained for acetylated α-tubulin (multiciliated cells). Injected reagents indicated on the left. Uninjected and injected sides indicated on top. Scale bars = 1 mm (whole embryo) and 200 μm (inserts), n = 3 biological replicates. **(B)** Schematic representation of the structure of PHF8 cDNAs: Full-length human PHF8 (hPHF8), wt Xenopus PHF8, and truncated Xenopus PHF8 (xPHF8ΔC). **(A, C)** Quantification of cilia staining in panel (A) in the four given conditions. **(D)** Confocal analysis of the rescue with xPHF8ΔC. Basal bodies in green, actin cap in red, ciliary axonemes in magenta, and DNA in blue. A mosaic injection scheme is used allowing KD and wt cells to be present in the same field of view (* = KD MCCs, wt = wild-type MCCs). Scale bars = 10 μm. **(D, E)** Quantification of confocal analysis in panel (D).

First, we injected hPHF8 mRNA, either alone or in combination with *suv4-20h* Mos, and evaluated its effect on ciliogenesis by staining half-injected embryos for acetylated-α-tubulin at the tail bud stage. Injection of hPHF8 alone had little to no effect on the density or size of cilia tufts; however, it restored cilia staining significantly in SUV4-20h dMOs. In contrast, co-injection of the same amount of lacZ mRNA had no effect on the phenotype (Fig 3A and B). In comparable settings, xPHF8ΔC mRNA caused with high penetrance (96%) an increase in MCC numbers and ciliary staining intensity when injected alone (Fig S4A and C). In addition, it restored ciliogenesis in a significant manner, reducing the frequency of embryos with strongly reduced cilia from 90% to 25%. In addition, we confirmed by confocal microscopy in mosaic embryos that both *phf8* mRNAs were able to significantly restore the assembly of axonemes and improve the density of the apical actin meshwork (hPHF8: 85% of MCCs, xPHF8ΔC: 77% of MCCs), although not to the level of neighboring WT MCCs (Figs 3C–E and S4D and E).

**Figure 3.**
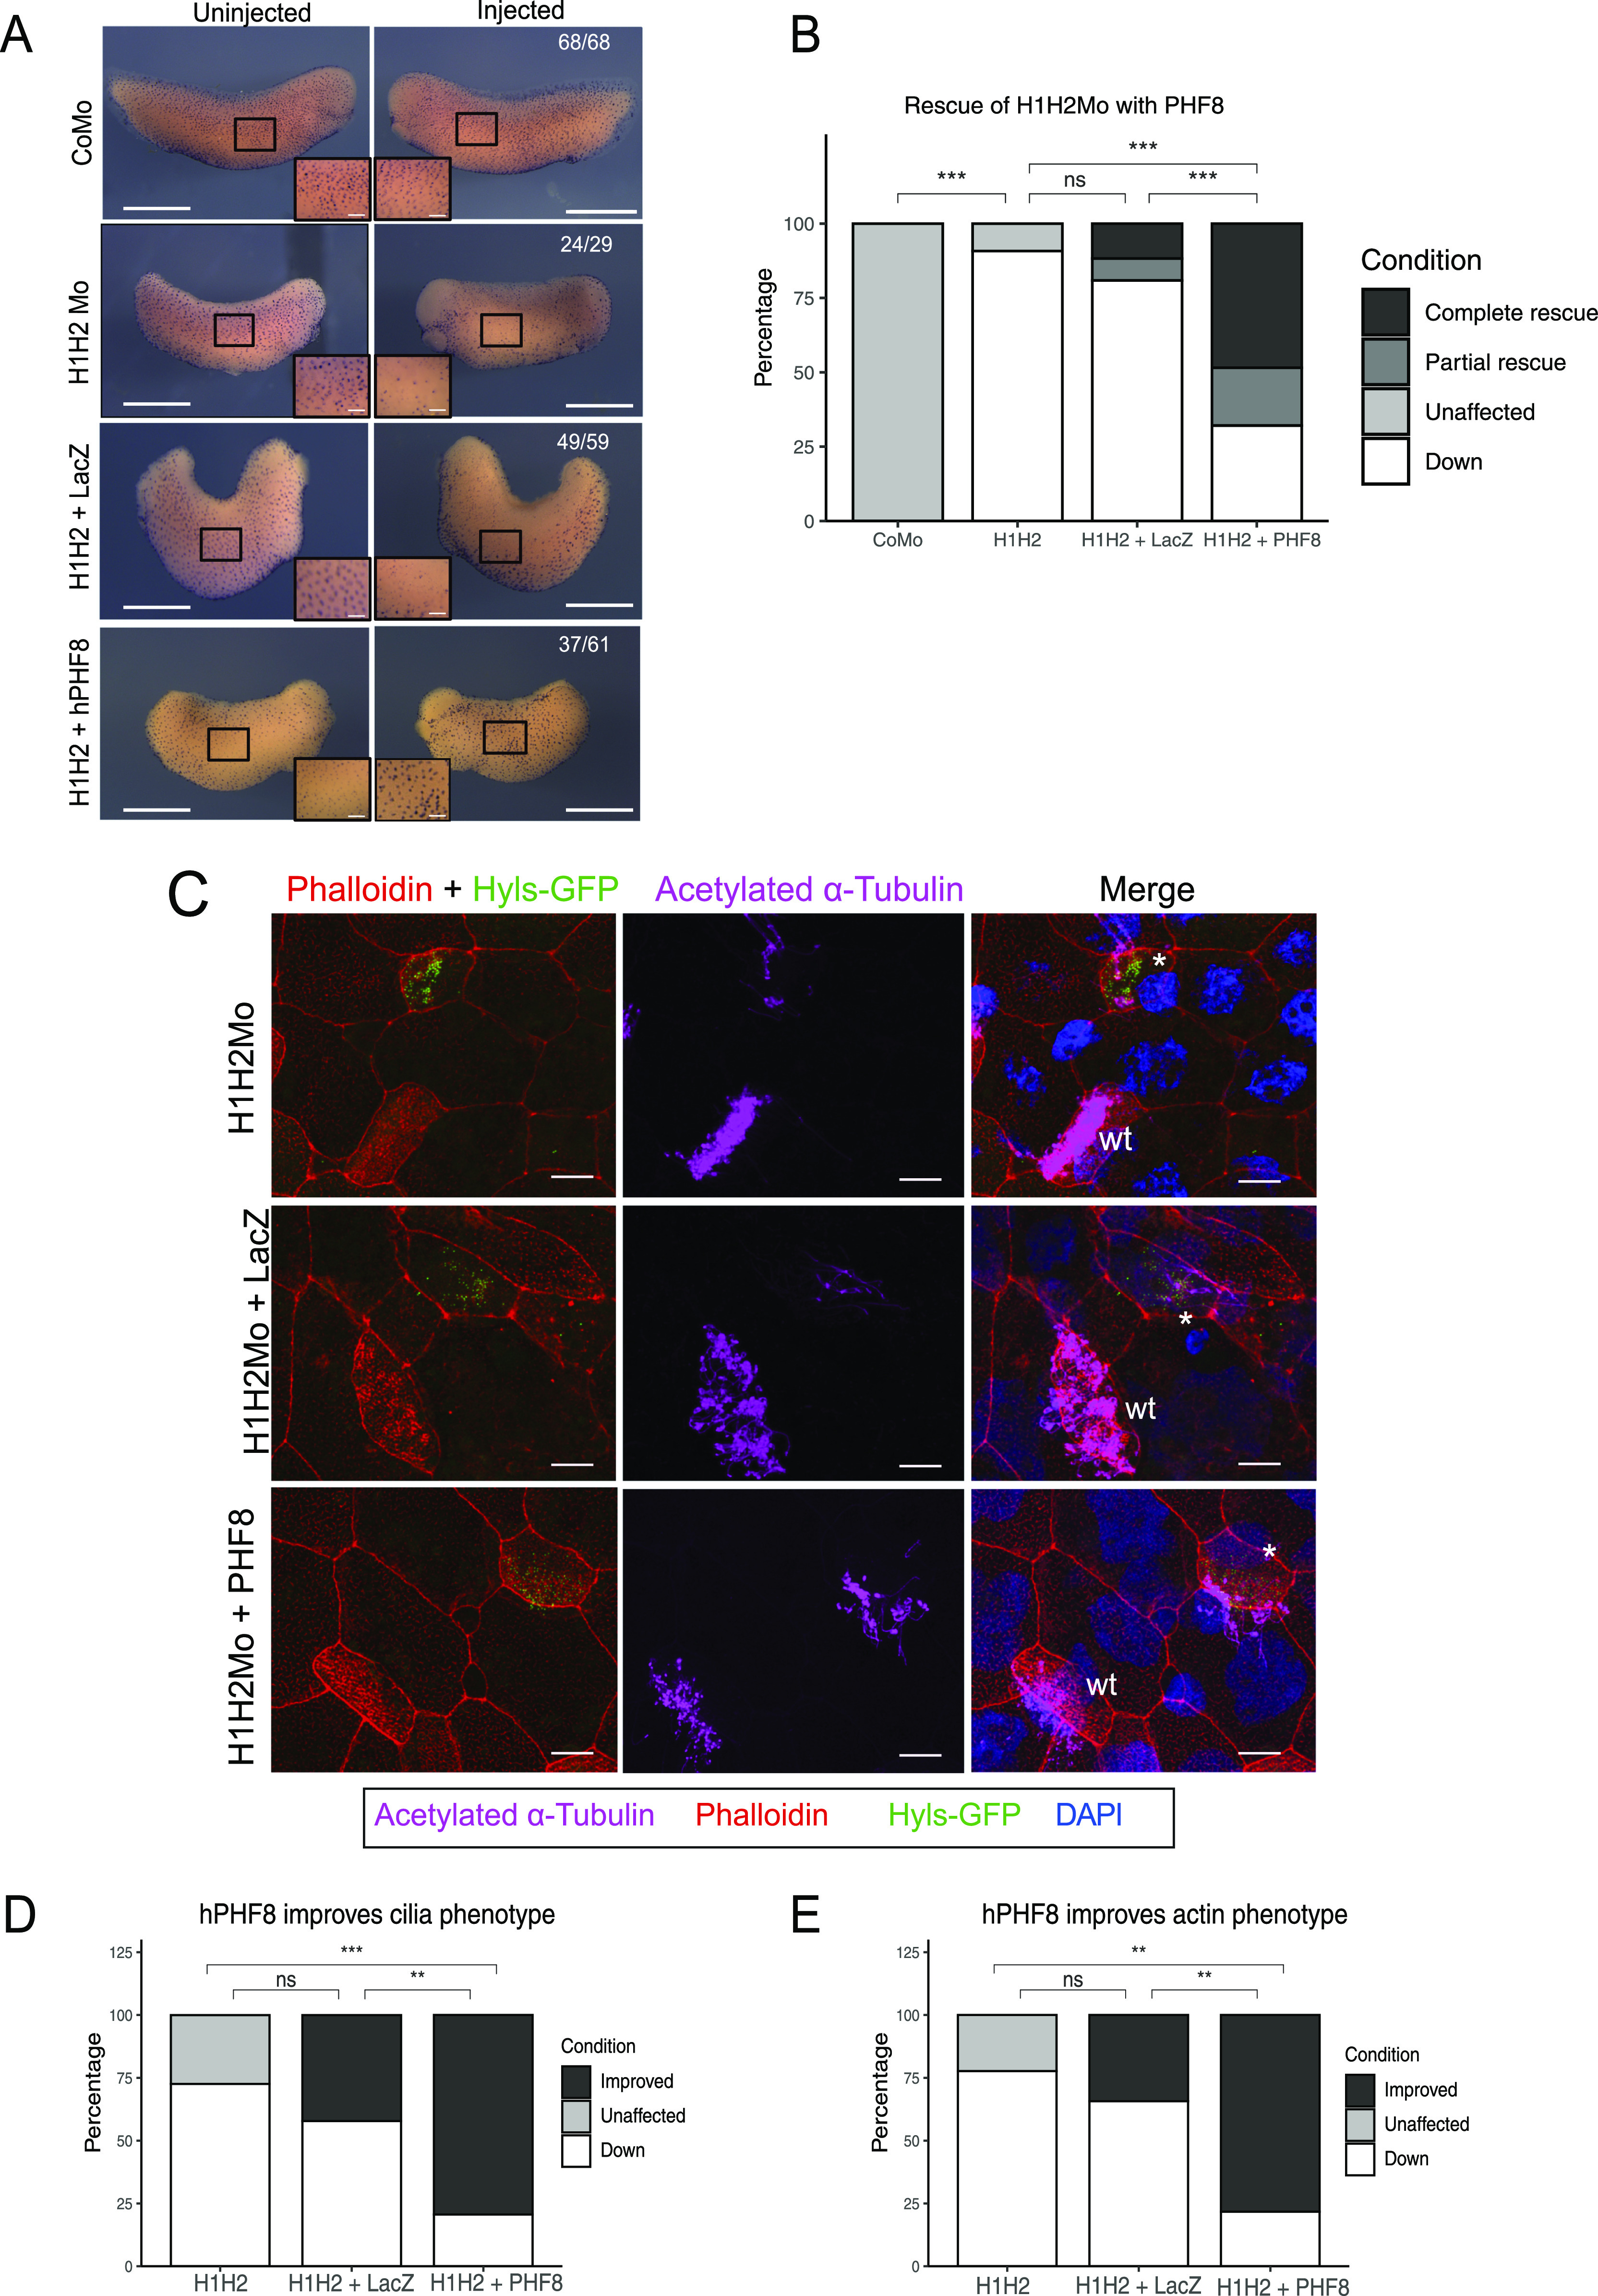
Rescue of the ciliogenic phenotype with hPHF8. **(A)** Representative immunocytochemistry images of tail bud stage embryos stained for acetylated a-tubulin (multiciliated cells). Injected reagents shown on y-axis, uninjected, and injected sides shown on top. Scale bars = 1 mm (whole embryo) and 200 μm (inserts), n = 4 biological replicates. **(B)** Quantification of (A). **(C)** Representative confocal images detailing the multiciliated cell phenotype upon *suv4-20h1/2* KD and both rescue conditions. The basal bodies are green (hyls1-GFP), the ciliary axonemes are magenta (acetylated a-tubulin antibody), the apical actin meshwork is red (phalloidin), and the nucleus is blue (DAPI). A mosaic injection scheme is used allowing KD and wt cells to be present in the same field of view (* = KD MCCs, wt = wildtype MCCs). **(C, D, E)** Quantification of (C). Scale bars = 10 μm, n = 3 biological replicates.

These findings stimulated us to investigate the PHF8-dependent changes in gene expression, which accompany this partial morphological rescue. We injected embryos with hPhf8 mRNA alone or in concert with the *suv4-20h1/h2* Mos (“hPHF8-rescue” condition). We also injected CoMo and LacZ mRNA as non-specific controls. The results from hPHF8-, CoMo-, and LacZ-injected explants were highly similar (Fig S5 and Tables S4 and S5). In order to stringently isolate the rescuing effect of hPHF8 on the *suv4-20h* dMO condition, we normalized the transcriptome of hPHF8-rescue ACs by the transcriptome of *phf8*-overexpressing ACs (Fig 4). In the hPHF8 rescue condition, 2,384 genes were significantly up-regulated, whereas 2,167 genes were significantly down-regulated (Fig 4A and Table S6). Of genes that were down-regulated in the initial *suv4-20h1/2* dMO condition, 1,663 improved their expression and 389 were further down-regulated (Fig 4B). To correlate these changes in gene expression with the observed morphological rescue, we specifically investigated whether transcript levels of cilium and cytoskeleton genes, which were down in the initial SUV4-20H1/2 KD dataset, had improved (Fig 4D and F). Indeed, out of 183 cilium genes, 140 improved their log_2_-fold change (77%), whereas 43 were further down-regulated; and out of 363 cytoskeleton genes, 290 were improved in their expression (80%), whereas 73 were further down-regulated (Fig 4C and E).

**Figure S5.**
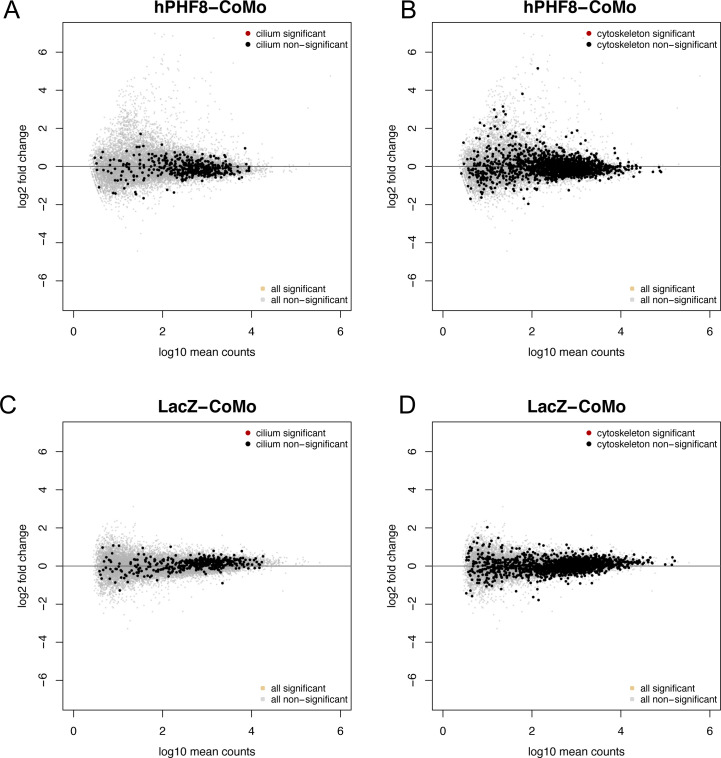
hPHF8 and LacZ mRNA alone do not significantly influence gene expression. **(A, B, C, D)** MA plots depicting gene expression in hPHF8 mRNA (A, B) or LacZ (C, D)-injected ACs normalized to control morpholino-injected ACs. Each dot represents a single gene. Nonsignificant genes are indicated in light grey. **(A, B, C, D)** Cilium (A, C) and cytoskeleton (B, D) genes are indicated in black (nonsignificant, *P*adj > 0.05). There are no significantly misregulated genes in hPHF8 or LacZ-injected animal caps.

Table S4 hPHF8 versus CoMo RNA-seq.

Table S5 LacZ versus CoMo RNA-seq.

**Figure 4.**
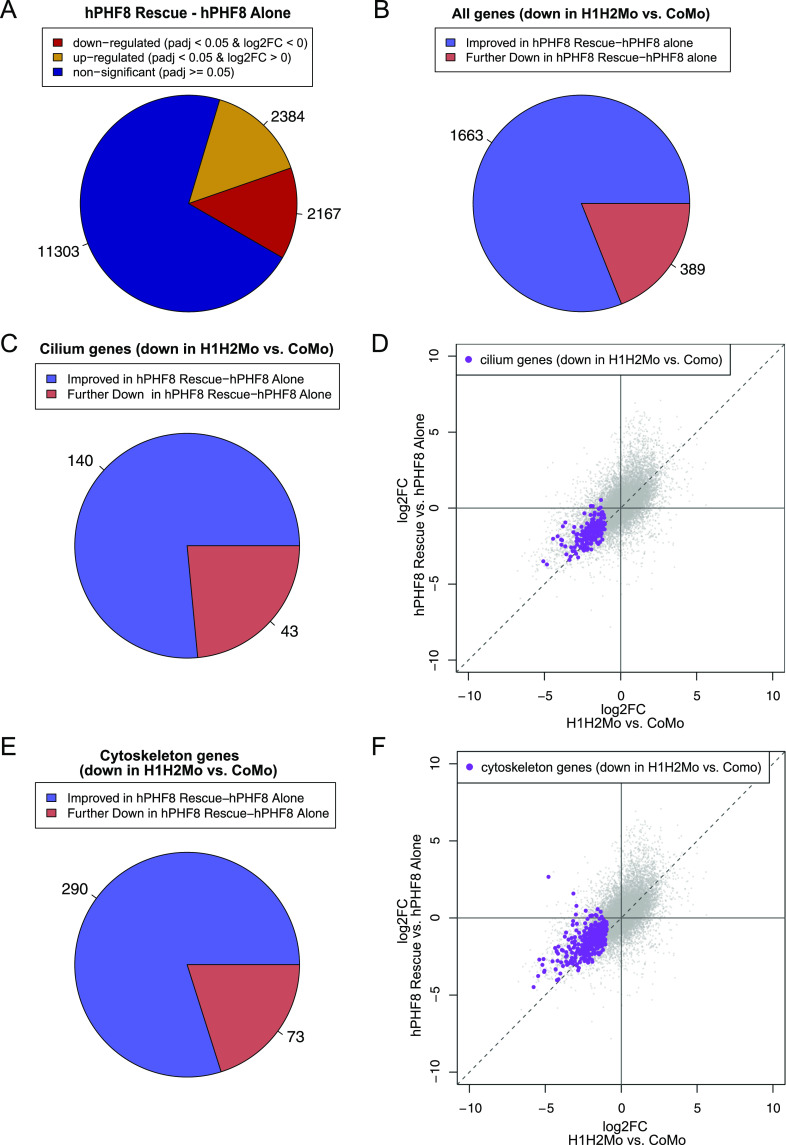
hPHF8 improves gene expression in suv4-20h1/2 dMO ACs. **(A)** Number of misregulated genes in hPHF8 Rescue (H1H2Mo + hPHF8 mRNA injected ACs) normalized to hPHF8-alone ACs. **(B, C, E)** Change in expression of all genes (B), cilium genes (C) or cytoskeleton genes (E) that were down-regulated by SUV4-20H1/2 knockdown upon hPHF8 rescue. To investigate whether transcript levels of cilium and cytoskeleton genes, which were down in the initial SUV4-20H1/2 KD dataset, had improved, we compare the log_2_fold change between H1H2Mo versus CoMo-injected animal caps to log_2_ fold change of hPHF8 Rescue versus hPHF8-injected animal caps. **(D, F)** shows the result for cilium genes and (F) for cytoskeleton genes. Dashed line indicates no difference in expression upon hPHF8 rescue. Genes above the line have improved expression and genes below the line are further down-regulated. (n = 3 biol. replicates).

Table S6 hPHF8-Rescue versus hPHF8 RNA-seq.

The differential gene expression analysis for the xPHF8ΔC-rescue suggested that this truncated enzyme had a stronger activity on its own than the full-length human protein (Fig S6 and Table S7). By comparison of the log_2_-fold changes, xPHF8ΔC clearly improved the expression levels of cilium and cytoskeleton genes, which were down in SUV4-20H dMO condition (Fig S6B and D). This was found for 176/183 (96%) cilium genes and 344/363 (95%) cytoskeleton genes (Fig S6A and C).

**Figure S6.**
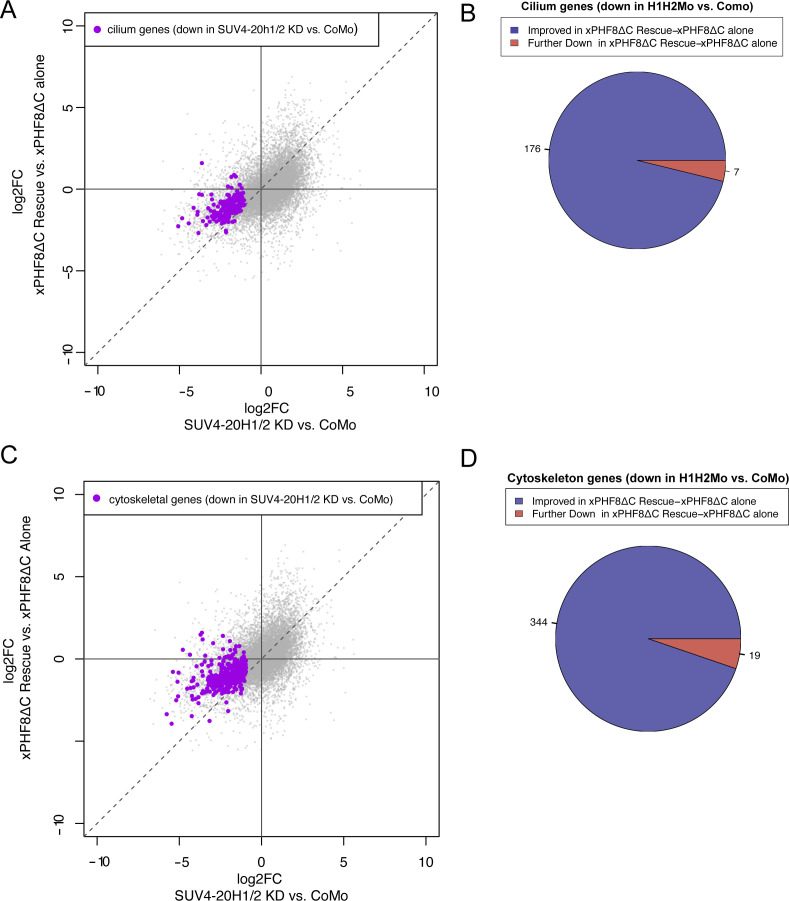
Transcriptomic analysis of xPHF8ΔC rescue in SUV4-20H morphant ACs. **(A, C)** To investigate whether transcript levels of cilium and cytoskeleton genes, which were down in the initial SUV4-20H1/2 KD dataset, had improved, we compare the log_2_fold change between H1H2Mo versus CoMo-injected animal caps with log_2_ fold change of xPHF8**Δ**C rescue versus xPHF8**Δ**C alone injected animal caps for cilium (A) and cytoskeleton (C) genes. Dashed line indicates no difference in expression upon xPHF8**Δ**C rescue. Genes above the line have improved expression and genes below the line are further down-regulated. **(B, D)** Change in expression of cilium (B) and cytoskeleton genes (D) that were down-regulated by SUV4-20H1/2 KD upon xPHF8ΔC rescue.

Table S7 xPHF8ΔC -Rescue versus xPHF8ΔC RNA-seq.

All together, these results indicate that overexpression of the histone demethylase PHF8 has an influence on gene transcription in SUV4-20H-depleted epidermal organoids. The improved expression levels of cilium and cytoskeleton genes are compatible with the observed partial rescue of cilia tufts on the morphological level. This supports the hypothesis that the ciliogenic defect is caused through gene repression by H4K20me1.

### Cilia tuft formation requires catalytic activity of SUV4-20H1, independently from SUV4-20H2

These last results strongly suggest that it is the increase in H4K20me1 abundance, rather than the loss of the H4K20me3 state, which blocks cilia tuft formation. Although both SUV4-20H enzymes contribute to H4K20me2 levels, the conversion to the trimethyl state (a predominant property of SUV4-20H2; see Fig 1) seems irrelevant. This raised the question, whether indeed both enzymes are required for multiciliogenesis.

To address this, we unilaterally injected embryos with either *suv4-20h1* Mo, *suv4-20h2* Mo or both and determined the effects by immunostaining for cilia tufts. As shown in Fig 5A and B, the KD of SUV4-20H1 alone elicited the loss of cilia to a similar extent and penetrance as the double KD of both enzymes. In contrast, SUV4-20H2 depleted embryos displayed WT-like cilia tufts. We then asked whether cilia tufts require the enzymatic activity of SUV4-20H1. Epidermal organoids, depleted only for SUV4-20H1, were co-injected with mRNAs, encoding either wt or a catalytically inactive Xenopus SUV4-20H1 variant. WT SUV4-20H1 protein restored ciliogenesis in a significant manner, whereas the catalytically inactive variant was indistinguishable from the SUV4-20H1-depleted embryos (Fig 5C and D).

**Figure 5.**
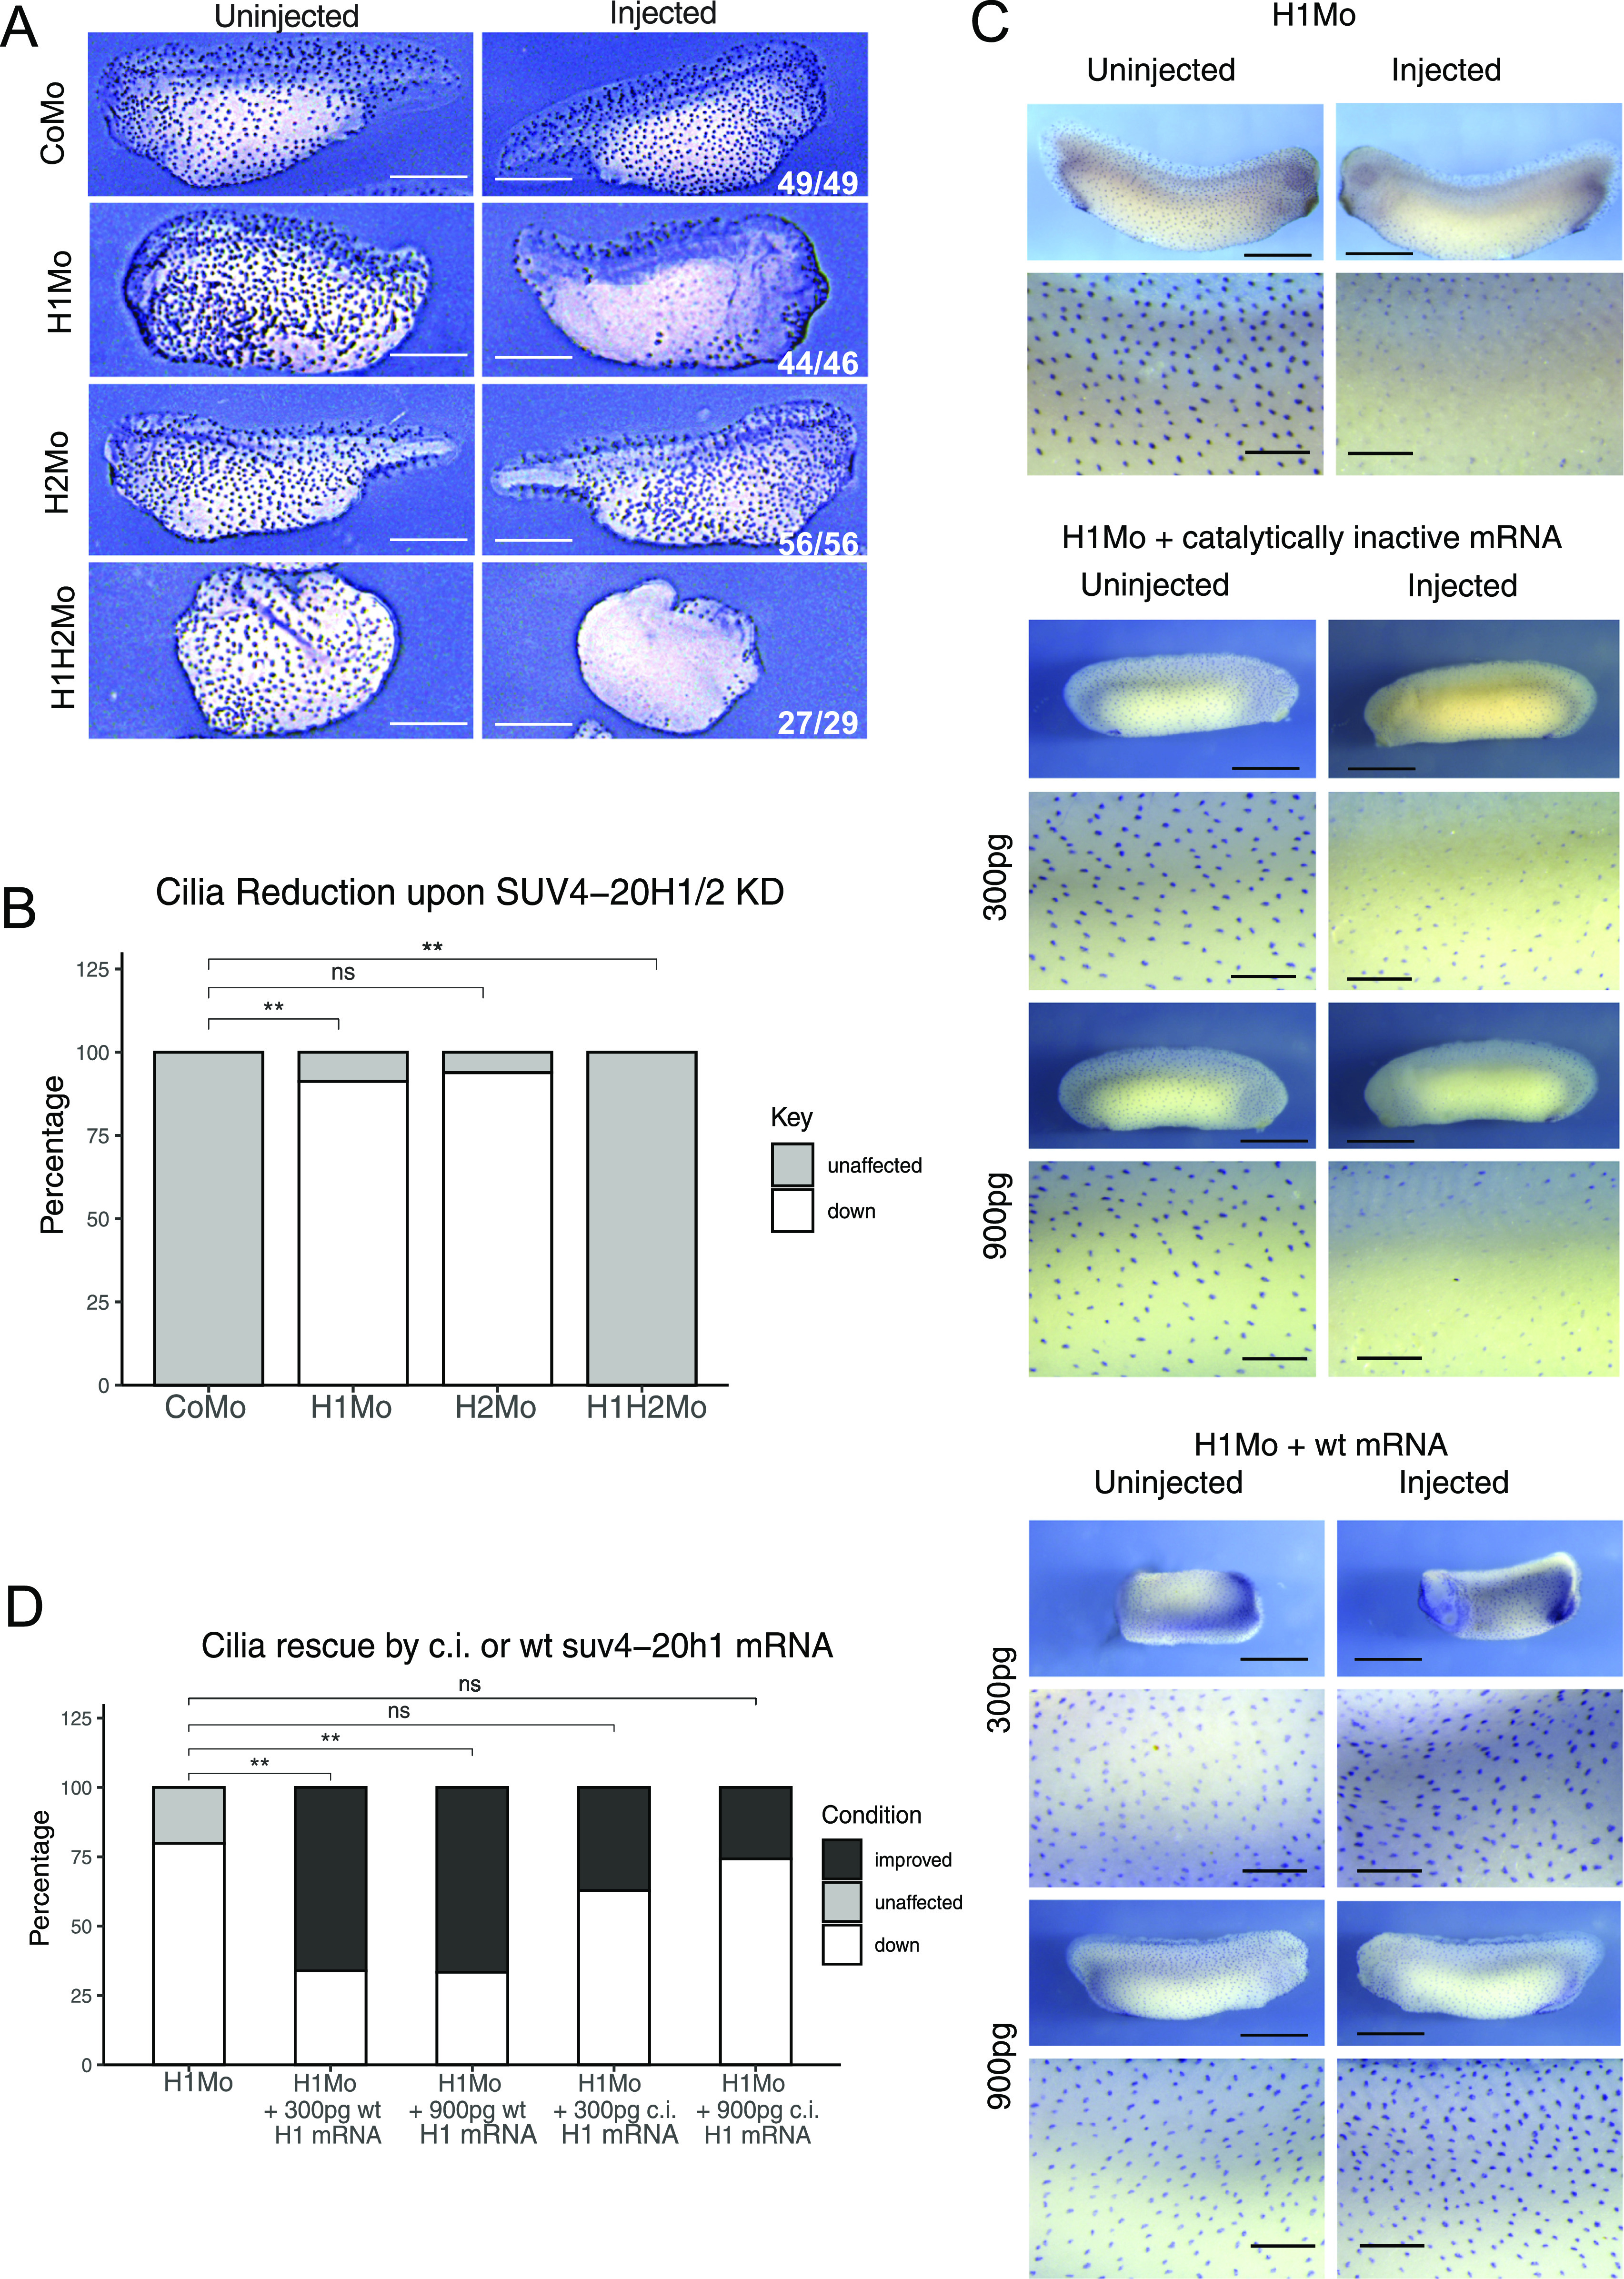
SUV4-20H1 activity is needed for cilia tuft formation. Representative immunostainings of multiciliated cells (acetylated a-tubulin) on the tail bud stage embryos. **(A)** *X. tropicalis* embryos upon KD of the *suv4-20h* enzymes individually or in concert. Scale bars = 1 mm, n = 3 biol. **(A, B)** replicates (B) Quantification of the experiment in (A). **(C)** *X. laevis* embryos upon KD of* suv4-20h1* and rescued with either catalytically inactive (c.i.) or WT *suv4-20h1* mRNA. Scale bars = 1 mm (whole embryo) and 200 μm (inserts), n = 3 biological replicates. **(C, D)** Quantification of panel (C).

In a separate experimental series, we confirmed that PHF8 significantly restored ciliogenesis in SUV4-20H1 morphant explants by immunostaining (Fig 6A and B). Confocal microscopy confirmed that hPHF8 overexpression improved both formation of the apical actin cap (64% of MCCs) and assembly of ciliary axonemes (75% of MCCs) (Fig 6C–E). In summary, we found no difference in strength and penetrance of the cilia phenotype between single SUV4-20H1 MOs and SUV4-20H1/H2 dMOs. We conclude that the conversion of H4K20me1 to H4K20me2 by SUV-20H1 is essential for the differentiation of MCCs, whereas the contribution from SUV4-20H2 is not required.

**Figure 6.**
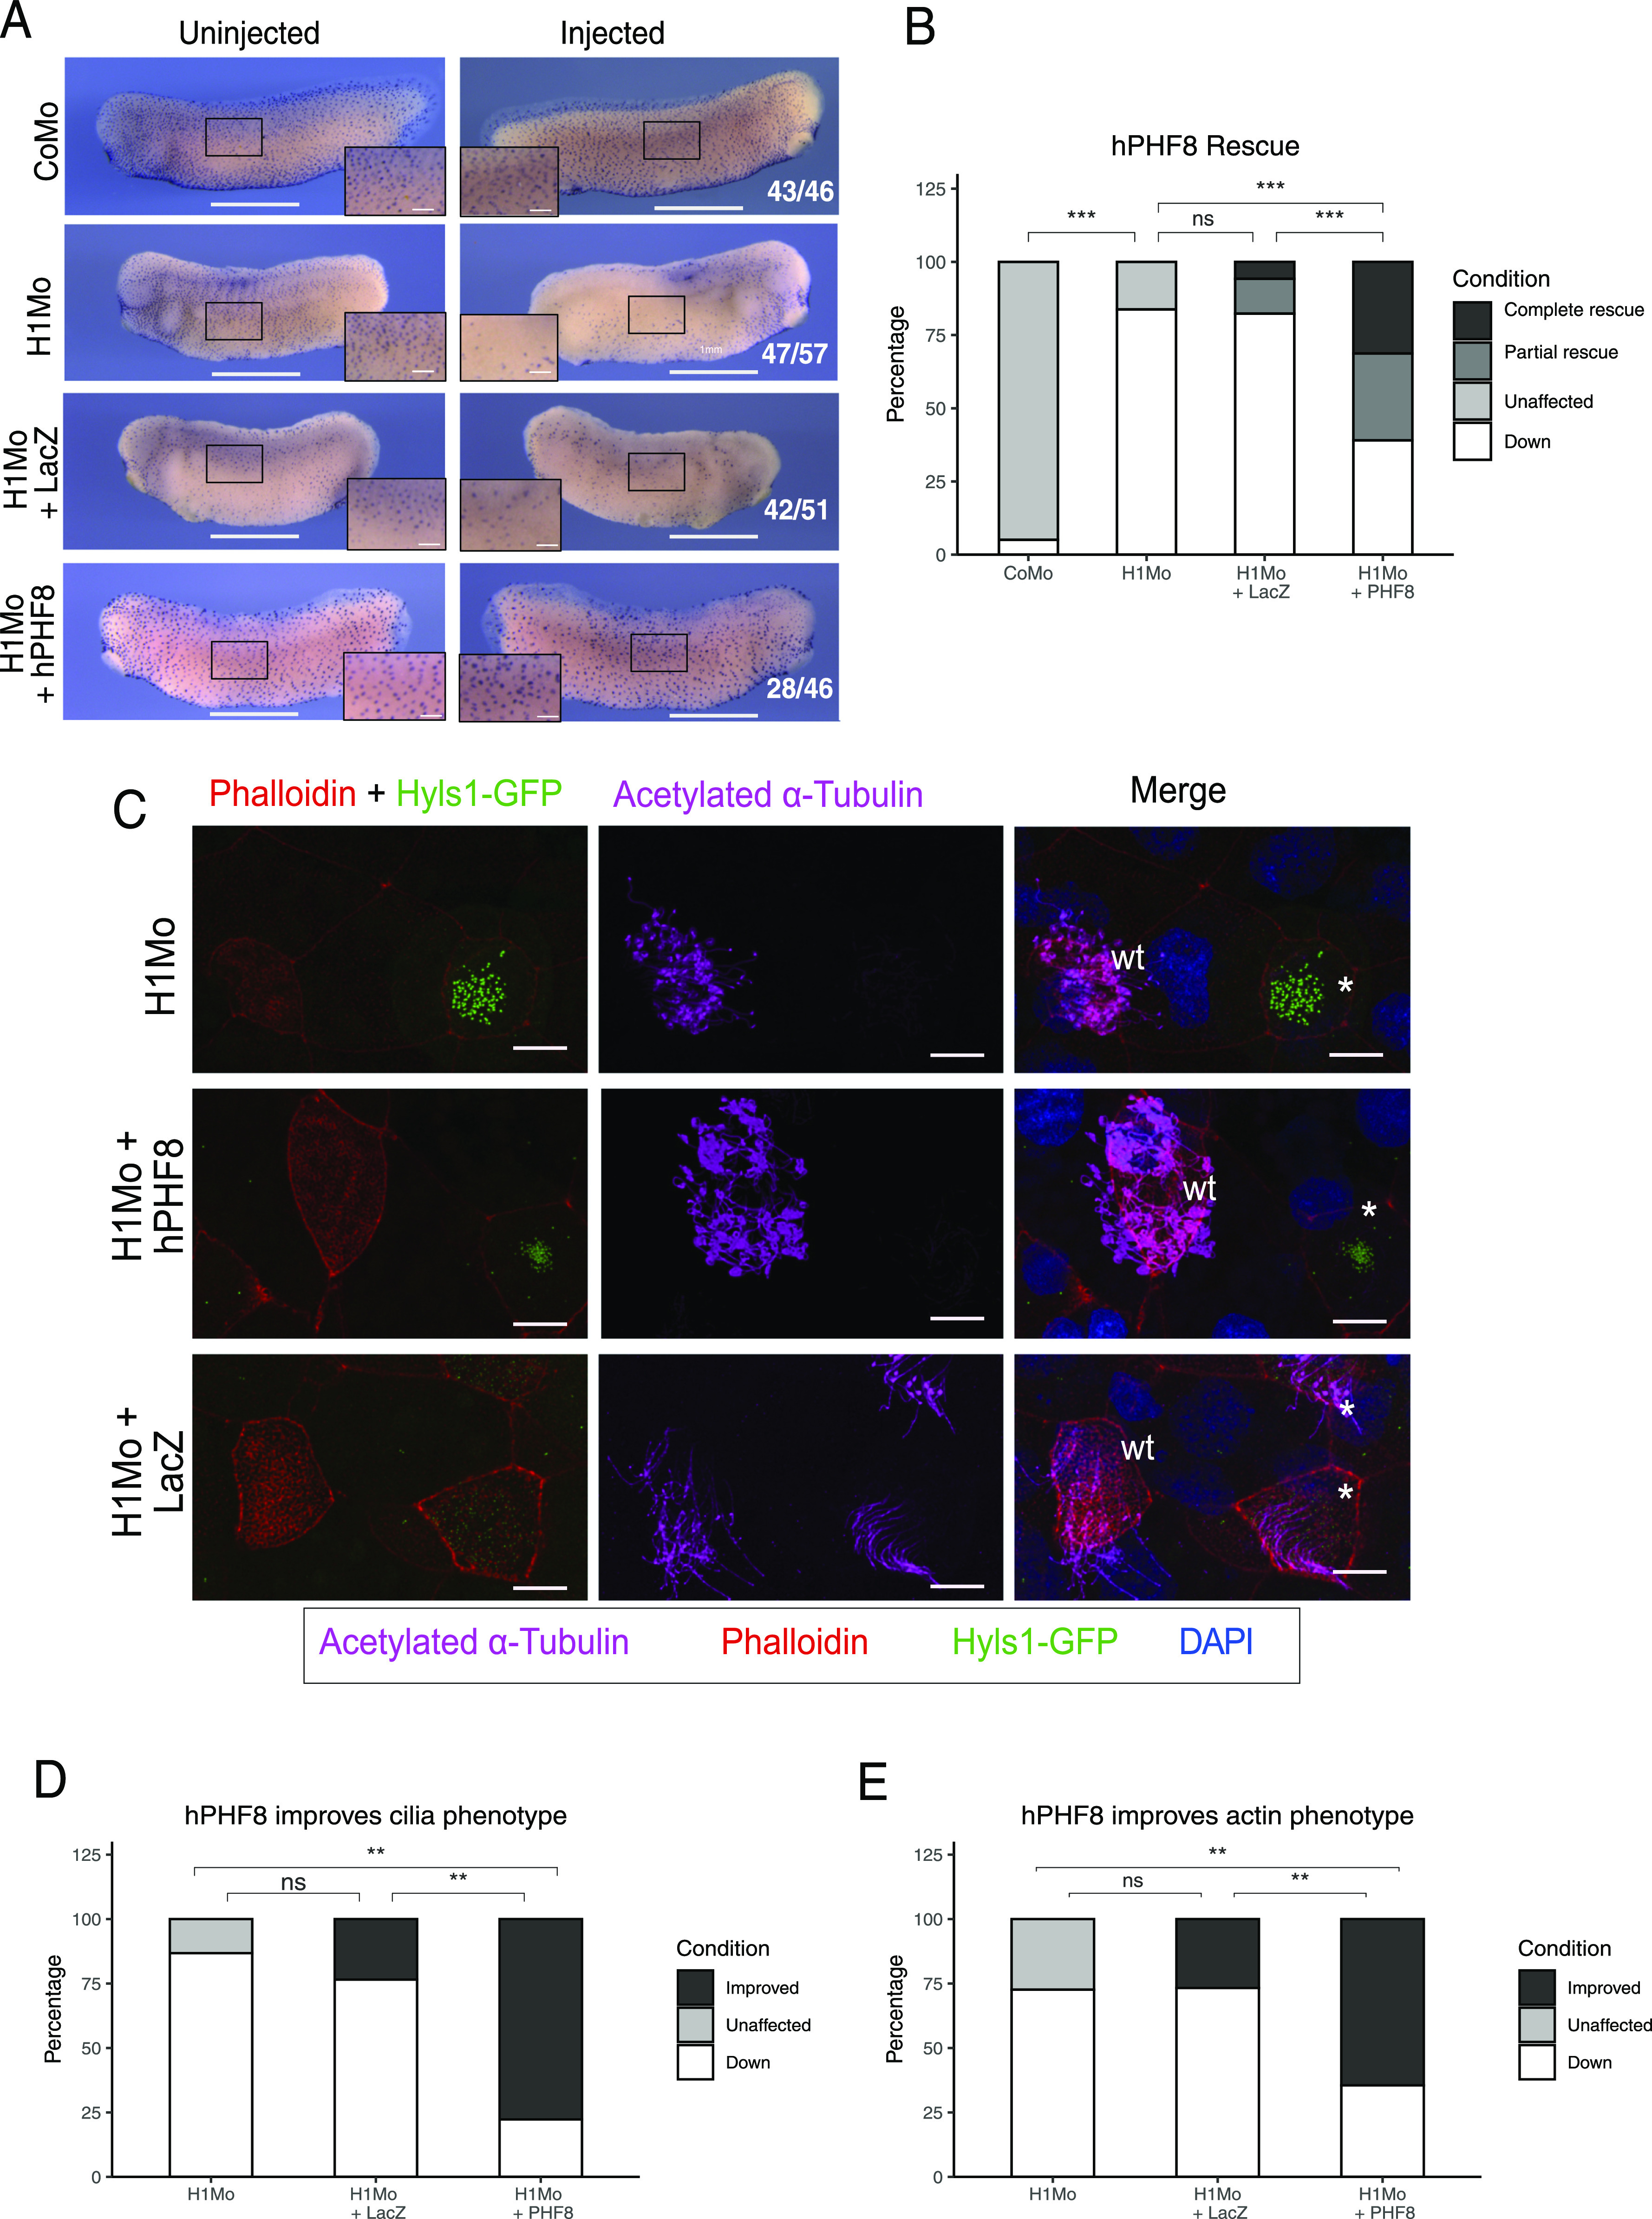
Rescue of ciliogenic phenotype in H1 Mo embryos with hPHF8. **(A)** Representative immunocytochemistry images of the tail bud stage embryos stained for acetylated α-tubulin (multiciliated cells). Injected reagents shown on the left, uninjected, and injected sides shown on top. Scale bars = 1 mm (whole embryo) and 200 μm (inserts), n = 3 biological replicates. **(B)** Quantification of (A). **(C)** Representative confocal images detailing the multiciliated cell phenotype. Injected reagents shown on the left. The basal bodies are green (hyls1-GFP), the ciliary axonemes are magenta (acetylated α-tubulin antibody), the apical actin meshwork is red (phalloidin), and the nucleus is blue (DAPI). A mosaic injection scheme is used allowing KD and wt cells to be present in the same field of view (* = KD MCCs, wt = wildtype MCCs). Scale bar = 10 μm, n = 3 biol. replicates. **(D, E)** Quantification of cilia phenotype (D) and actin phenotype (E).

## Discussion

The SUV4-20H1/KMT5B histone methyltransferase converts H4K20me1 to H4K20me2 and, along with SUV4-20H2/KMT5C, generates the most abundant histone modification in vertebrate chromatin (Pesavento et al, 2008; Evertts et al, 2013; Jorgensen et al, 2013; Pokrovsky et al, 2021). The work presented here has elucidated an unexpected and novel function for this enzyme in developing Xenopus embryos. On the morphological level, SUV4-20H1 is needed for the production of hundreds of motile cilia on the apical surface of MCCs. These cilia tufts are a hallmark of mucociliary epithelia and generate directional flow along their surface (Boutin & Kodjabachian, 2019). To our knowledge, these data represent the first example of a cellular organelle to depend on a histone-modifying enzyme.

The ciliogenic defect is specific, because it is produced by two independent, non-overlapping suv4-20h1 Mos. It is also significantly rescued by WT, but not enzymatically inactive, SUV4-20H1 protein. Furthermore, axoneme formation is only impaired by SUV4-20H1, which contributes very little to H4K20me3 abundance. Conversely, SUV4-20H2 does not impact ciliogenesis, although it contributes to the global H4K20me2 level. This implies that the SUV4-20h2 enzyme is either not targeted, or has less access, to genes that become misregulated in morphant MCCs. Therefore, the ciliary phenotype represents a specific function of SUV4-20H1 that most likely involves conversion of H4K20me1 to H4K20me2, implying some nonredundant functions for the two enzymes in transcriptional regulation. This is consistent with evidence from knockout mice and FRAP analyses (Schotta et al, 2004; Hahn et al, 2013).

The hypothesis that the cilia phenotype arises from the increase in H4K20me1 levels is independently supported by the return of ciliary axonemes upon PHF8 overexpression. Although this enzyme can remove methyl groups from several sites on histone tails, including H3K9, H3K27, and H4K20, cells depleted for PHF8 predominantly show an increase in H4K20me1 levels at active promoters (Liu et al, 2010). It is important to note that SUV4-20H1 and PHF8 interact very differently with chromatin, that is, PHF8 acts on a limited portion of the genome (mostly promoters), whereas SUV4-20H1 operates broadly. This probably explains why rescue by PHF8 is incomplete, and why we did not detect a reduction in H4K20me1 levels upon PHF8 overexpression in bulk chromatin.

Our data regarding the rescuing activity of PHF8 is interesting in several ways. Because PHF8 exclusively demethylates the monomethylated, but not the di or trimethylated state of H4K20, it corroborates our conclusion that the cilia phenotype is independent from SUV4-20H2 and/or H4K20me3. Second, cilia formation in SUV4-20H morphants is improved even by a truncated Xenopus PHF8 variant, which lacks the c-terminal part with critical amino acid residues of its catalytic domain. This suggests that the proposed repressive effect of hyperabundant H4K20me1 on the transcription of several hundred MCC core genes depends on reader protein(s), whose access could be impaired by the inactive PHF8 variant. Although this remains speculative, members of the L3MBTL protein family could be responsible for mediating transcriptional repression in embryos with high H4K20me1 abundance. Some of these proteins bind H4K20me1 and compact chromatin structure by fostering interactions between neighboring nucleosomes (Trojer et al, 2007; Balakrishnan et al, 2010). It should be noted that besides PHF8, there are additional histone demethylases which recognize methylated H4K20 as substrates (Brejc et al, 2017; Cao et al, 2020). It is currently unknown whether any of these enzymes is involved in MCC differentiation.

Differential gene expression analysis for control and SUV4-20H dMO ACs revealed the concerted down-regulation of about 500 genes associated with the GO terms “cilium” or “cytoskeleton,” providing a plausible explanation for the observed phenotype. The expression of 75–80% of these genes was improved by overexpression of hPHF8, consistent with the observed morphological rescue under this condition. However, the total number of both up- and down-regulated genes in SUV4-20H1/2 dMOs is much higher, raising important questions: Do all misregulated genes display an increase in the H4K20me1 mark? Can SUV4-20H1 dependent chromatin regions be distinguished from those controlled by SUV4-20H2? Where does H4K20me1 accumulate on the misregulated genes? Finally, are there transcription factor-binding motifs which are common to H4K20me1-sensitive genes? These questions can be addressed in the future by comparative genome profiling of the H4K20me1 landscape in normal and SUV4-20H-depleted ACs.

Our study has firmly established that SUV4-20H1 enzymatic activity is required for the formation of cilia tufts on Xenopus larval epidermis. The most likely explanation for the ciliogenic phenotype in SUV4-20H1 morphants is a transcriptional change because of the altered H4K20me1 landscape. An alternative explanation is suggested by recent findings demonstrating non-histone proteins as substrates for histone methyltransferases (Jambhekar et al, 2019). For instance, the chromatin modifiers SET7, EZH2, and SMYD1 are already known to affect gene expression by methylating specific transcription factors (Jambhekar et al, 2019). SUV4-20H1/KMT5B was shown to methylate some non-histone proteins in vitro (i.e., the zinc finger transcription factor CASZ, and OSBPL1A, a transport protein of oxidized sterols) (Weirich et al, 2016). Although the significance of this finding is currently unclear, it opens up the possibility that the ciliogenic defect could involve mechanisms independent from histone methylation. Although additional experiments are needed to address these questions in the future, our study has firmly established the requirement for SUV4-20H1 in the formation of the cilia tuft.

What could be the biological link that connects SUV4-20H1 activity with MCC differentiation? Formation of the cilia tuft requires exit from the cell cycle. We and others have shown that the relative abundance of each H4K20me state largely reflects the cellular proliferation rate. Cell cycle withdrawal establishes a distinct equilibrium, in which un and monomethylated H4K20 marks are reduced by conversion to di and trimethylated states. In consequence, the chromatin of non-proliferating cells switches from primarily mono to primarily dimethylated H4K20, although the low-abundant H4K20me3 mark shows the highest absolute fold increase (Evertts et al, 2013; Schuh et al, 2020; Corvalan & Coller, 2021; Pokrovsky et al, 2021). Consistent with this switch, both SUV4-20H enzymes have been involved in maintenance of quiescence, although with distinguishable and perhaps cell-type-specific contributions (Evertts et al, 2013; Boonsanay et al, 2016). Therefore, we propose that the ciliogenic phenotype is caused by a switch from quiescent H4K20me2-dominated chromatin to a proliferation-like H4K20me1 chromatin that is incompatible with ciliogenic transcription.

MCCs might be particularly vulnerable to such an aberrant chromatin state because their differentiation requires the mitotic oscillator, consisting of CDK1 and APC/C. At high activity levels, the oscillator controls entry and exit of mitosis in proliferating cells, whereas at lower signal levels, it coordinates the progression of organelle remodeling associated with cilia formation (Al Jord et al, 2019). Specifically, postmitotic MCCs redeploy the mitotic oscillator to coordinate centriole amplification with basal body migration and axoneme synthesis (Al Jord et al, 2017), all of which are perturbed in SUV-4-20H-depleted epidermis. Although it is currently unknown how the activity of the mitotic oscillator is calibrated in postmitotic cells, we posit that SUV4-20H1 is needed to relieve cilia genes from the repressive influence of H4K20me1, whose abundance is maximal at the late G1 phase, but virtually absent in the G0 phase. In this model, SUV4-20H1 activity may enable the transcriptome of MCCs to respond adequately to the low activity of the mitotic oscillator as a prerequisite for cilia tuft formation.

We assume that the impact of SUV4-20H activities on cell quiescence and differentiation has remained largely unexplored because most of studies on histone PTMs have been performed in proliferating cells, which are generally undifferentiated. We have detected this mechanism in the highly dynamic context of developing frog embryos, in which cells stop proliferating at specific times and switch on differentiation programs, which let them assemble diverse cytoskeletal structures depending on the cell type. It is important to recognize that the histone modification landscape of cells that undergo this switch is challenged by the sudden disappearance of S-phase dilution of parental histone marks (Scharf et al, 2009). This indeed influences epigenetic information, because histone PTMs are propagated across the cell cycle by at least two distinct kinetic modes (Alabert et al, 2015). We have recently found by computational modeling that dilution through DNA replication is sufficient to explain the abundance of H4K20me states in proliferating embryos, whereas active demethylation is needed to shape histone methylation levels in G1-arrested embryos (Schuh et al, 2020). We therefore believe that for a deeper understanding of histone PTMs and their impact on cellular morphology, it will be necessary to investigate the chromatin landscape in differentiated, non-proliferating cells, which, after all, constitute most of the human body.

On the organismal level, specialized cytoskeletal structures play a role in the etiology of many human diseases. For example, defects in motile cilia formation are accountable for polycystic kidney disease, Meckel–Gruber syndrome or Leber´s congenital amaurosis (Waters & Beales, 2011). Moreover, cilia are essential for the mucociliary clearance in the lung and thus play a pivotal role in several diseases including cystic fibrosis, asthma or chronic bronchitis (Tilley et al, 2015). Our data show that it is possible to manipulate the amount of cilia in both directions by acting on the chromatin enzymes that regulate the abundance of H4K20 methylation. In fact, these enzymes are druggable and small-molecule inhibitors for SUV4-20H enzymes and JmjC-domain-containing proteins like PHF8 are available (Bromberg et al, 2017). We suggest that manipulating H4K20 methylation states could have a therapeutic potential for diseases of unclear etiology that affect tubulin- or actin-based cytoskeleton structures.

## Materials and Methods

### Ethics statement

Xenopus experiments adhere to the protocol on the protection and welfare of animals of the European Commission and are approved by the local animal care authorities.

### Embryo handling and AC preparation

*Xenopus laevis* and *Xenopus tropicalis* embryos were handled and fertilized in vitro using standard procedures. Embryos were injected with up to 10 nl vol. two-cell stage-injected embryos were co-injected with Alexa Fluor-488 Dextran (Invitrogen) as a lineage tracer and sorted by left- or right-side injection before harvesting. To maximize the distribution of reagents, blastomeres at the two-cell stage were injected twice at opposite ends (one cell for half-sided injections, both cells for radial injections). Whole embryos were staged according to the normal table (Nieuwkoop & Faber, 1967). *X. tropicalis* animal caps (ACs) were manually dissected and staged based on sibling embryos.

### Expression constructs and morpholino oligonucleotides

Full-length human *phf8* cDNA in pCMV-SPORT6 and truncated x*phf8* (*xphf8ΔC*) in pCS108 were obtained from Dharmacon/Horizon Discovery. The following published plasmid constructs were kindly provided by: P. Walentek (MCI-hGR), A Schweikert (foxj1, both in pCS2^+^), and A. Dammermann (hyls1-gfp in pCS2^+^). Catalytically inactive *suv4-20h1* mRNA was generated by point mutagenesis of *X. tropicalis* *suv4-20h1* in pCS2+ (N248A and Y283A in NCBI Reference Sequence XP_002941687.1) as described in (Nicetto et al, 2013). Synthetic mRNAs were injected into embryos at the two- or eight-cell stage.

Translation-blocking morpholino oligonucleotides (Mo) directed against Xenopus *suv4-20h1* (complementary to *X. laevis* and *X. tropicalis* suv4-20h1 5′-ggattcgcccaaccacttcatgcca-3′) and *suv4-20h2* (*X. laevis* *suv4-20h2*: 5′-ttgccgtcaaccgatttgaacccat-3′, *X. tropicalis* *suv4-20h2*: 5′-ccgtcaagcgatttgaacccatagt-3’) and standard control Mo (5′-cctcttacctcagttacaatttata-3′) were obtained from Gene Tools LLC. *X. laevis* embryos were injected with 30–40 ng of each Mo per blastomere into the animal pole at the two-cell stage. For confocal analysis, *X. laevis* embryos were injected at the eight-cell stage in one dorsal blastomere with 5 ng of each morpholino in 2.5 nl (CoMo = 10 ng). *X. tropicalis* embryos were injected with 20 ng of each morpholino. Rescue experiments were performed by co-injecting *suv4-20h1/2* Mos with mRNAs as specified in figure legends.

### Mass spectrometry analysis and histone PTM quantification

A detailed description of the method and the data analysis has been published (Pokrovsky et al, 2021). In short, for studying histone PTMs, we extracted histones from *X. laevis* embryos at stage NF16 (neurula stage). Absolute and relative abundance of the histone PTMs were measured on the QexactiveHF LC–MS/MS in DDA Top10 acquisition method, using a library of isotopically labelled peptides (R10s), which mimic modification states present on endogenous, tryptic histone peptide fragments, as internal and inter-sample control. The open source Skyline software (version 3.7) was used for the data analysis. Total area MS1 from endogenous peptides was normalized to the respective area of heavy-labeled peptides. The sum of all normalized total area MS1 values of the same isotopically modified peptide in one sample resembled the amount of total peptide. The relative abundance of an observed modified peptide was calculated as the percentage of the overall peptide.

The spectra from the samples, analyzed in Fig 1, were missing the signal from the H4K20un heavy-labeled peptide. H4K20me1, me2, and me3 heavy-labelled peptides were detected as expected. The missing values (12% of the entire dataset) were imputed using stochastic regression imputation method before calculating the relative abundance. In short, for the imputation step, the ratios between R10 H4K20un to me1, me2, and me3 were calculated based on more than 50 previous MS experiments, where the same R10 library was used. Based on the ratios, the H4K20un R10 values were calculated, averaged, and then a random mean was chosen for the relative abundance calculation.

### Immunocytochemistry

ICC was performed as described (Robinson & Guille, 1999). For confocal analysis, the methanol step was omitted. Embryos were stained with: monoclonal anti-acetylated tubulin antibody Sigma-Aldrich (T6793, diluted 1:500), 25 μM DAPI, 0.33 μM phalloidin-Alexa 555 Thermo Fisher Scientific (A34055). Depending on the analysis, embryos were incubated with secondary goat anti-mouse conjugated to Alexa 647 (A21236; diluted 1:500; Thermo Fisher Scientific) or alkaline phosphatase-fused secondary sheep anti-mouse antibodies (AP303A; diluted 1:1,000; Chemicon).

### Statistical analysis

ICC results from knockdown experiments were analyzed using a two-tailed *t* test. Results from rescue experiments were analyzed using one-way ANOVA with post-hoc Tukey test.

### RNA library preparation and sequencing

Total cellular RNA was isolated and purified from approximately 30 *X. tropicalis* ACs using TRIzol (Ambion) and phenol/chloroform extraction, followed by clean-up with RNeasy Mini-Kit (QIAGEN). RNA Integrity Number (RIN) was analysed using an Agilent 2100 Bioanalyzer to monitor RNA quality (Schroeder et al, 2006). Ribosomal RNA was removed from 500 ng of input RNA using either Ribo-Zero Gold rRNA Removal Kit (Human/Mouse/Rat) from Illumina or NEBNext rRNA Depletion Kit (Human/Mouse/Rat). Then, total stranded RNA sequencing libraries were prepared using NEBNext Ultra Directional RNA Library Prep Kit for Illumina following the manufacturer’s instructions. The quality and size of libraries were verified using the Agilent Bioanalyzer with the Agilent DNA 100 kit. RNA libraries were multiplexed and sequenced with 50 base pairs (bp), paired-end reads to a depth of 30 million reads per sample on an Illumina HiSeq4000.

### RNA-seq analysis

Sequencing reads were mapped to the reference genome (*X. tropicalis* v9.1 available from Xenbase) using STAR (version 2.7.1a). Gene models were provided as a gtf file, which was converted from the Xenbase gff3 format using Cufflinks gffread (version 2.2.1). Reads were counted for each gene in the same STAR run by the quantMode GeneCounts.

Downstream analyses were carried out in R (version 3.6.1) using helper function from the HelpersforDESeq2 package (version 0.1; https://github.com/tschauer/HelpersforDESeq2) Differential analysis was performed by DESeq2 (version 1.26) for each pairwise comparison separately. Genes with at least 1 mapped read detected in 75 percent of the samples in the given dataset were considered. Significantly differential genes were defined by an adjusted *P*-value cutoff of 0.05. Results were visualized as MA plots, where the x-axis indicates the log_10_ mean counts and the y-axis the log_2_ fold change (log_2_FC). Comparison of the independent datasets was visualized by log_2_FC–log_2_FC plots, where the shown condition was compared with its own control.

Gene ontology annotation was derived from the mouse org.Mm.eg.db package (version 3.8.2) by converting gene ids from mouse to Xenopus. Genes annotated with cellular component “cilium” or “cytoskeleton” were selected by the GO ids “GO:0005929” or “GO:0005856” and all their offspring terms, respectively. GO enrichment analysis was performed by the topGO package (version 2.36.0) using Fisher statistics. GO results were visualized as bubble plots, where the x-axis indicates the fold enrichment (i.e., the observed number of significant genes for the GO term over the expected number), the bubble size is proportional to the number of significant genes for the GO term and the color intensity is related to the Fisher test *P*-value.

## Data Availability

RNA high-throughput sequencing data have been deposited in the NCBI GEO under accession number GSE161251.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

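RNA-seq counts from X. tropicalis ACs at NF16 were used, from 2 libraries injected with a control morpholino (CoMo) and 2 injected with the suv4-20h1 and suv4-20h2 morpholinos (H1H2Mo). The gastrula and tailbud libraries, the PHF8 experiments and the imaging were not analysed here. The authors aligned the paired-end reads to the X. tropicalis assembly named in the methods with STAR, counted reads per gene in the same run, and deposited these counts without normalization. The deposited counts come for either strand and for each strand alone. The reverse-strand counts were used because the library kit is directional and at least 97.49% of the stranded reads of each library lay on that strand.

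From these counts, edgeR 4.0.16 in R 4.3.3 was used with TMM normalization and the quasi-likelihood test, with Benjamini-Hochberg adjustment and a threshold of 0.05 on the adjusted p. Genes with at least 1 read in 75% of the samples were tested, after the paper's methods. Standard errors were computed from the log2 fold change and the F statistic. Log2 CPM values of single libraries carry a prior count of 2. DESeq2 1.42.0 was used as an alternative. Fisher's exact tests were computed with SciPy 1.17.1. Random lists of genes (10000 per comparison) were matched on mean expression in 20 bins for all genes tested and in 10 bins for the other genes listed in Table S3. A further comparison drew lists matched on which of the authors' tables name a gene and on 4 bins of expression, since 6391 of the genes tested have a symbol and having one depends on those tables. The tests were tried on simulated counts, drawn for the same genes with the means and library sizes of these libraries. Their spread followed its trend with expression, with no further differences between genes. The changed genes had a mean of at least 50 counts. With 18840 genes tested, 2.6% of the edgeR calls and 16.1% of the DESeq2 calls were genes that had not been changed.

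The depth ranged from 17054150 to 47407319 reverse-strand read pairs on genes per library, and CoMo replicate 2 was the deepest. With 2 libraries per condition, the spread between replicates limits the precision more than the depth does. The replicate numbers come from the sample labels. They were used as a block in an alternative, and with crossed pairs in a further one, because same-numbered samples deviated in opposite directions. Other alternatives were RLE and upper-quartile normalization, other filters on low counts, unstranded counts, stricter thresholds, leaving out each library in turn (fold changes only, since 1 sample then remains in a condition), and thinning the libraries to equal depth.

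The genes named are those the paper names for this comparison, the morpholino targets, the 6 genes with the smallest p in Table S3, the 5 genes per direction with the smallest p in the edgeR test among genes with a symbol, a mean of at least 50 counts and the same direction in both same-numbered pairs, the 5 cilium genes with the smallest p, and lists of cell type markers. GO flags were taken from the part of Table S3 at hand, which holds 1998 genes, so the enrichment over the whole genome was not recomputed. Coordinates, GC content and gene length were not used here. One further list of genes that was examined is not reported here.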

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

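All tests in this part were chosen only after the fold changes had been seen. The lists of cell type markers were written before that.

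Markers of ionocytes, small secretory cells, goblet cells and basal cells, other cell types of this epidermis, are not discussed for these libraries. The 14 markers with a symbol had a median log2 fold change of -1.48, and 9 of them were called (10 when adjusted over the list alone). The changes were -4.25 for foxa1 and -6.60 for ddc, both markers of small secretory cells, and -2.01 for tp63, a marker of basal cells. The ionocyte markers slc26a4 (-1.56), slc4a1 (-1.40), atp6v1b1 (-1.61) and atp6v0d2 (-1.61) were called lower. foxi1 (-0.41) was not called and dmrt2 (1.91) was called higher. The change of dmrt2 leaned on H1H2Mo 2 (145.4 CPM, against 30.76 CPM in H1H2Mo 1). It ranged from 0.40 to 2.64 with each library left out in turn. Of 10000 lists matched on expression and drawn from all genes tested, 1 had as low a median as the 14 markers, and of 10000 lists with the same table membership and expression 595 had. The former pass over the way symbols became known, and the latter are taken in part from genes that Table S3 lists for their own change, so neither settles whether the change of the list as a whole comes from the way symbols became known. By cell type, as low a median was found in 0 of 10000 lists with the same table membership and expression for the 2 small secretory cell markers (median -5.43), 839 for the 9 ionocyte markers, 5242 for the 2 goblet cell markers and 4092 for the 1 basal cell marker. The small secretory cells stood out among these only once the values were seen, and 2 of their 5 listed markers have a symbol. Under 3 other scalings the highest median was -1.40. Slower development of the caps is a candidate explanation: the 10 early embryonic genes with a symbol had a median of 1.30, and 70 of 10000 lists with the same table membership and expression had as high a median. These genes include pou5f3.1 and pou5f3.2, so this does not separate a delay from a direct effect on them. Of the 10 genes, 2 went the other way: lin28b (-2.21), which was called, and lin28a (-0.58), which was not.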

How the results depend on the processing

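The alternatives in this part were set before the data were examined, except the crossed pairs, the thinned libraries and the settings that return Table S3, which were added after seeing the data.

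The number of genes called stayed within 1.5 times the 3196 of the main setting under DESeq2 (3889), RLE (3310), upper-quartile normalization (3200), no filter (4234), at least 10 reads in every sample (2912), unstranded counts (3219), the replicate block (3280), thinned libraries (2854) and an absolute log2 fold change of at least 1 (3194). It moved to 4843, with 2013 higher, with the crossed pairs as a block, and to 1543 (1171 lower and 372 higher) at an adjusted p under 0.01. The lower genes were between 58.4% and 67.0% of the calls under the settings with a threshold of 0.05, and 75.9% at 0.01. The cause was not tested.

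The median log2 fold changes of the cilium, cytoskeleton and nuclear genes and of the ciliary families kept their direction under each alternative. For the cell cycle genes, where the pairs differ little, the median of -1.58 moved to -1.49 with upper-quartile normalization, -1.46 with at least 10 reads in every sample, -1.63 with the replicate block and -1.63 with the crossed pairs, and it ranged from -1.54 to -1.40 across the 4 fits that each left out one library. The median of the early embryonic genes ranged from 1.21 to 1.56 across these fits, and that of the interferon list from -0.17 to 0.71. The odds ratios for cilium genes kept their direction and their side of the threshold, but the listed genes left them little room to move.

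For single genes, suv420h1, kmt5c, pou5f3.1, pou5f3.2 and rfx2 kept their direction and their side of the threshold in each test. Across the 4 fits that each left out one library, the log2 fold change ranged from 1.47 to 1.75 for kmt5c, from -1.44 to -0.46 for foxj1, from -0.86 to -0.04 for rfx2 and from 0.39 to 2.01 for mci-like. foxj1 passed the threshold with the crossed pairs alone (-0.95, adjusted p = 0.028 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). mci-like, not past it in the main setting, passed it under DESeq2 (1.43), RLE (1.43), upper-quartile normalization (1.48), no filter (1.39), unstranded counts (1.39), the replicate block (1.22), the crossed pairs (1.21) and the settings that return Table S3 (1.42), with adjusted p from 0.0018 to 0.05 in edgeR's quasi-likelihood test or DESeq2 with Benjamini-Hochberg adjustment. The cause was not tested. The multiciliated cell regulator foxn4 was at a log2 fold change of about 0, and its sign reversed under DESeq2 (0.03), RLE (0.02), upper-quartile normalization (0.08), thinned libraries (0.02) and the settings that return Table S3 (0.0). It ranged from -0.73 to 0.49 across the fits without one library, and the goblet cell marker otog from -0.55 to 1.27. Of the other comparisons for single genes and later lists, 1 was weaker, 12 were stronger and 26 moved, out of 590.

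The CoMo level of the cilium genes stood at the 77.9th percentile among the other listed genes, and that of the cytoskeleton genes at the 71.7th there and at the 82.7th with unstranded counts. The share of cilium genes that are less reduced in the other pair moved from 87.4% to 33.6% when chosen in pair 1, and from 12.6% to 66.4% when chosen in pair 2, with crossed pairs. The libraries ranged from 17054150 to 47407319 read pairs on genes. Of the 3196 genes called at full depth, 2822 were called after thinning and 374 (11.7%) were not, and the number called higher fell from 1130 to 943.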

Differences from the paper's values

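The paper's counts, read totals per condition and log2 fold changes of the single genes named here were compared with the main values. None differed by more than 1.5 times or, for a log2 fold change, by more than its error. That does not hold for the depth per sample or for each gene of Table S3. The methods give 30000000 reads per sample, without saying whether the reads of a pair are counted separately. Read pairs are set against that number and against the paper's totals per condition as they stand. The comparison of depth depends on this choice. CoMo replicate 2 held 74932999 and H1H2Mo replicate 1 held 47551984 read pairs, each more than 1.5 times that depth. CoMo replicate 1 (27953725) and H1H2Mo replicate 2 (28676277) were close to it. Of the 1998 listed genes at hand, 14 were not tested in the main setting and 22 of the 1984 tested were not called, 8 of these with the other direction, and the largest difference in log2 fold change was 6.3. With unstranded counts, 0 of the 1998 genes had the other direction, 0 were not called, and the largest difference was 0.21. The number of genes called was 3196 against the paper's 3686, the number lower 2066 against the paper's 2246, the number higher 1130 against about 1400 in Fig. 2A, read by eye, and the share of genes tested 16.5% against the paper's 19.7%. Of the alternatives, an adjusted p under 0.01 differed from these by more than 1.5 times (1543, 1171 and 372 genes, and 8.0%), and the others set before the data were examined did not. DESeq2 on the unstranded counts of genes with at least 2 reads in 3 of the 4 samples, without independent filtering, returned the paper's 3686 and 2246 genes, a setting chosen after seeing the values. It gives a share of 19.2% of the 19226 genes tested. These values come from 2 libraries per condition, while the paper's text gives 3 replicates. Under that setting, these libraries alone returned the printed log2 fold changes of the 1998 listed genes to within 5e-06. Their mean counts were returned to within 0.0005%. The printed values of these genes thus rest on the same libraries, and the number of libraries does not account for the differences.

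The paper states that mci was slightly up-regulated. In the main setting mci-like had a log2 fold change of 1.40 and was not called (adjusted p = 0.057 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2, RLE, upper-quartile normalization, no filter, unstranded counts and the replicate block, all set before the data were examined, called it, as did the crossed pairs and the settings that return Table S3 (adjusted p = 0.027 from DESeq2 with Benjamini-Hochberg adjustment), both chosen after seeing the values. At least 10 reads in every sample and the thinned libraries did not.

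The paper states that foxj1 was at its normal level. The main setting did not call it, while the crossed pairs, chosen after seeing the values, called it lower with a log2 fold change of -0.95.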

Other observations

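The tests of explanations in this part were chosen after the data had been seen.

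The paper describes key regulators of ciliogenesis as unchanged or higher. Another gene on the list of multiciliated cell regulators, tp73 (gene18997), fell from 98.7 and 98.57 CPM in the CoMo libraries to 14.34 and 27.83 CPM in the H1H2Mo libraries, a log2 fold change of -2.23 (standard error 0.38, adjusted p = 0.0016 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 2.6e-06 under DESeq2 and 2.7e-06 with the replicate block). The list was written before the values were seen, and 6 of its genes have a symbol. cdc20b (0.83) and foxn4 were not called.

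Same-numbered samples deviated in opposite directions (correlation of -0.21 over 12536 genes), and CoMo 2 resembled H1H2Mo 1 in this respect. Among these genes, 169 were higher by a log2 ratio of more than 1 in both CoMo 2 over CoMo 1 and H1H2Mo 1 over H1H2Mo 2, against 39 that were higher in CoMo 2 and in H1H2Mo 2. CoMo 2 and H1H2Mo 1 are also the deeper libraries, and library depth is not ruled out: the correlation was -0.20 after thinning to equal depth, but thinning hardly changed the deviations themselves (correlation with full depth of 0.986 in CoMo and 0.995 in H1H2Mo over 12534 genes), so this test could not have moved it far. The 14 immediate early genes with a symbol were all higher in both CoMo 2 and H1H2Mo 1, with median log2 ratios of 1.24 and 1.99, and 0 of 10000 lists with the same table membership and expression had as high a median. A difference in handling or stress, read from the immediate early genes, may therefore set these libraries apart. Without these 14 genes the correlation was -0.20, so the opposite deviations reach beyond them. Whether such a difference lies behind the deviations of the other genes was not tested. The methods name either of 2 kits for depleting ribosomal RNA without saying which library had which, so a difference between kits remains open as well.

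The paper compares genes reduced in one condition with their level in another. Without any rescue, 76.7% of the 2708 genes that were lower by a log2 ratio of at least 1 in pair 1 were less reduced in pair 2, and 56.1% of the 2612 genes chosen in pair 2 were less reduced in pair 1. With crossed pairs the shares were 69.9% and 58.5%. The log2 ratios spread more in pair 1 (SD 1.52) than in pair 2 (SD 1.25), which by itself would take the share chosen in pair 2 below 50%, so the spread alone does not give these shares. The choice of genes by the same noisy measure may contribute to them, but 56.1% lies between the limits set for this test before it was run and does not settle it. Of the 143 cilium genes lower in pair 1, 87.4% were less reduced in pair 2. As the same 143 genes were lower in pair 2, the share in the other direction is fixed at 12.6% and adds no information.

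Of the 3686 genes called under the settings that return Table S3, 107 (2.9%) had fewer of their stranded reads on the reverse than on the forward strand. Of these, 15 were called from the reverse-strand counts.

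The 6 genes of a list of interferon and innate immune genes that have a symbol had a median log2 fold change of 0.31. Of 10000 lists with the same table membership and expression, 2321 had as high a median. The median hides changes in both directions: irf8 (-4.70) and stat2 (-1.53) were called lower and c3ar1 (2.82) was called higher. No explanation was tested for this list.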
